# Krill oil protects dopaminergic neurons from age-related degeneration through temporal transcriptome rewiring and suppression of several hallmarks of aging

**DOI:** 10.18632/aging.204375

**Published:** 2022-11-09

**Authors:** Tanima SenGupta, Yohan Lefol, Lisa Lirussi, Veronica Suaste, Torben Luders, Swapnil Gupta, Yahyah Aman, Kulbhushan Sharma, Evandro Fei Fang, Hilde Nilsen

**Keywords:** krill oil, aging, healthspan, mitochondrial health, senescence

## Abstract

There is accumulating evidence that interfering with the basic aging mechanisms can enhance healthy longevity. The interventional/therapeutic strategies targeting multiple aging hallmarks could be more effective than targeting one hallmark. While health-promoting qualities of marine oils have been extensively studied, the underlying molecular mechanisms are not fully understood. Lipid extracts from Antarctic krill are rich in long-chain omega-3 fatty acids choline, and astaxanthin. Here, we used *C. elegans* and human cells to investigate whether krill oil promotes healthy aging. In a *C. elegans* model of Parkinson´s disease, we show that krill oil protects dopaminergic neurons from aging-related degeneration, decreases alpha-synuclein aggregation, and improves dopamine-dependent behavior and cognition. Krill oil rewires distinct gene expression programs that contribute to attenuating several aging hallmarks, including oxidative stress, proteotoxic stress, senescence, genomic instability, and mitochondrial dysfunction. Mechanistically, krill oil increases neuronal resilience through temporal transcriptome rewiring to promote anti-oxidative stress and anti-inflammation via healthspan regulating transcription factors such as SNK-1. Moreover, krill oil promotes dopaminergic neuron survival through regulation of synaptic transmission and neuronal functions via PBO-2 and RIM-1. Collectively, krill oil rewires global gene expression programs and promotes healthy aging via abrogating multiple aging hallmarks, suggesting directions for further pre-clinical and clinical explorations.

## INTRODUCTION

Aging is a biological process characterized by progressive loss of viability and increasing frailty. As aging is the primary risk factor for many of the major diseases, it is generally accepted that slowing aging may reduce the incidence of age-related diseases [1]. There is mounting evidence that interfering with the conserved processes that induce aging can extend healthy lifespan [2]. However, many cellular processes contribute to aging. These processes are often referred to as “hallmarks of aging” and include genomic instability, epigenetic alterations, mitochondrial dysfunction, loss of proteostasis, senescence, telomere shortening, altered metabolism and cell-cell communication, as well as stem-cell exhaustion [3–5]. Anti-aging supplements should ideally attenuate most of these hallmarks to be effective.

Marine oils have been extensively researched for health promoting properties. However, the underlying molecular mechanisms underlying the health-promoting qualities of krill oil are not fully understood and a study that has evaluated the general potential of krill oil as a nutraceutical targeting the aging process is lacking. Extracts from the Antarctic krill species, *Euphausia superba*, have a high content of long-chain omega-3 fatty acids (including eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA)). In krill oil, EPA/DHA are mainly bound to phospholipids in contrast to fish oil, where they are only bound to triacylglycerol. These fatty acids are important in the brain with diverse roles ranging from maintenance of brain structure and function and serve as essential building blocks of healthy cell membranes. Phospholipids improve tissue uptake and facilitate efficient brain delivery [6]. The potent antioxidant and anti-inflammatory compound astaxanthin is a natural component of krill oil [7]. In a MPTP-induced Parkinson Disease (PD) mouse model, astaxanthin protected dopaminergic neurons in the nigrostriatal circuit in young mice, but not in older animals [8]. Krill oil is also a dietary source of the essential nutrient choline [7] which is a component of the phospholipid phosphatidylcholine (PC) and a precursor of the neurotransmitter acetylcholine [9]. Thus, due to the combination of several compounds with neuroprotective properties (choline, EPA/DHA and astaxanthin) [10, 11], exquisite bioavailability, krill oil may be a nutraceutical of choice to boost brain health [9]. In support of this, short-term supplementation experiments have shown that DHA/EPA has anti-inflammatory and anti-oxidative properties with the potential to improve motor function and some cognitive properties [12].

The nematode *Caenorhabditis elegans (C. elegans)* is regarded as a good model to study aging as most pathways affecting the aging processes are conserved between the nematode and humans [13]. *C. elegans* is a good model system to study the mechanisms of how the aging process leads to the development of age-related diseases. A specific formulation of krill oil was previously found to increase the lifespan in *C. elegans*, with the median lifespan increasing by about four days [14]. In this study, we used *C. elegans* to explore whether krill oil may also promote healthy aging. To evaluate the potential to attenuate age-related diseases we used PD as a model, because aging is the major risk factor for this neurodegenerative disease (NDD). We took advantage of transgenic strains expressing human α-synuclein (α-SYN) tagged with green fluorescent protein (GFP) in dopaminergic neurons and muscle [15–18]. These transgenic strains, facilitate visualization of age-related degeneration of dopaminergic neurons and aggregation of α-SYN - two cardinal pathologic features of PD. We found that krill oil counteracts the primary drivers of aging, such as mitochondrial dysfunction, senescence, and genomic instability in *C. elegans* and we validated the main findings in human fibroblasts.

## MATERIALS AND METHODS

### *C. elegans* strains and culture conditions

Animals were cultured on nematode growth medium (NGM) plates with the *Escherichia coli* strain OP50 at 20°C using standard procedure [19]. The adult animals were bleached to obtain synchronized populations. For all aging associated studies, L4 hermaphrodites were grown in NGM plates containing 0.5 μl/ml krill oil (provided by Aker BioMarine) from day 1 to day 6. The aging population of worms were maintained in NGM plates without FdUrd. Instead, animals were washed with M9 buffer and filtered through Nylon Net Filter (Millipore) everyday post adult day 2 stage, till the desired age. The adult day 1 was defined as 24 hours post L4 stage. The following nematode strains were used in this study: N2, wild type; BY273 *Is*[*p_dat-1_*GFP; p_*dat-1*_ α-syn] to monitor dopaminergic neurons. HLN107 strain was built by crossing TU3401: *sid-1 (pk3321) V; uls69 V* with BY273 to perform RNAi in dopaminergic neurons. *P_unc-54_ α-syn*::GFP was used to investigate α-synuclein aggregation. To study Alzheimer disease (AD) using *C.elegans* strain BR5270 [P_rab-3_::F3(delta) K280] and strain CK12 [aex-3::tau4R1N(P301L) + myo-2p::gfp] were used for Tau model; strain CL2355[P_snb-1_::Aβ_1–42_] was used for Aβ model; strain UM0001[P_snb-1_::Aβ_1–42_;P_rab-3_::F3(delta) K280] was used for Tau; Aβ model. In the following, the N2 and BY273 strains will be referred as wild type (WT) and PD animals respectively. The strains BR5270, CK12, CL2355 and UM0001 will be referred to as AD animals.

### Cell lines

The human fibroblastoid cell line BJ was grown in Dulbecco’s Modified Eagle Medium, GlutaMAX (DMEM, Life Technologies) supplemented with 10% (vol/vol) fetal bovine serum (FBS, Lonza) and 1× Penicillin-Streptomycin (Life Technologies). Cells were grown at 37°C with 5% CO2.

### RNA isolation and qPCR

Total RNA was isolated with RNeasy mini kit (Qiagen) following the manufacturer’s instructions. Reverse transcription was performed using High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). Quantitative PCR was carried out on a QuantStudio 7 Flex detection system (Applied Biosystems) with the Power SYBR green PCR master mix (Applied Biosystems). Each sample was analysed in triplicate. Primer sequences are provided in Supplementary Table 1.

### Chemicals and antibodies

The senescence marker X-gal were purchased from Sigma (B4252-250MG). Serotonin hydrochloride was from Sigma. The following commercially available antibody was used: monoclonal 8-oxo-dG (4354-MC-050 Trevigen). Secondary antibodies were Alexa Fluor 555-conjugated anti-rabbit and anti-mouse (Invitrogen). For RNA isolation, Direct-zol RNA Miniprep Kits (#R2050) was used from Zymo-research. Senescence marker for fibroblasts, SPiDER-β-gal, was purchased from Dojindo (SG02-10). TMRE, (Mitochondrial membrane potential assay kit) was purchased from Abcam (ab113852). Cell nucleus staining dye Hoechst was purchased from Thermo Scientific (Hoechst 33342).

### Degeneration of dopaminergic neurons

The degeneration of dopamine neurons in BY273 Is[p_dat-1_GFP; p_dat-1_ α-syn] was monitored by following GFP expression under the dopamine transporter (DAT-1) promoter [20, 21]. The L4 larval stage of BY273 animals were exposed to vehicle and krill oil (0.5 μl/ml media). The *in vivo* imaging of dopaminergic neurons was performed on day 1, day 3 and day 6 old animals. At this stage, 15–20 worms were immobilized on an agar padded glass slide with 2 mM levamisole and glass cover slip. The dopaminergic (DA) neurons were imaged under a Zeiss LSM780 confocal microscope with ×20 objective.

### Immunohistochemistry

For immunostaining, adult worms were washed twice with milliQ water. Washed worms were placed on poly-L-lysin-coated slides (Thermo Scientific), and freeze cracked using coverslips on a dry ice block. The primary 8-oxo-dG antibody was used at 1:200 dilution. The secondary antibody, Alexa Fluor 555-conjugated anti-mouse was used at 1:1500 dilution. Prolong gold with DAPI was used for mounting (Invitrogen, P36931). The slides were imaged under Zeiss LSM780 confocal microscope with ×63 plan-Apochromat 1.4 NA objective.

### Basal slowing response

The basal slowing response was performed as described [20]. Well-fed synchronized old day 6 worms were tested. The NGM plates with and without OP50 were used to count body bends per 20 seconds. The locomotion rate was counted after 5 minutes of transfer, to avoid overstimulation. The assay was performed blindfolded, with three independent replicates.

### Pharyngeal pumping

We used a microfluidics based ScreenChip sytem (*In vivo* Biosystem) to detect pharyngeal pumping rate in each individual worm [20]. For this assay worms were age-synchronized. The worms were first washed twice with M9 buffer, before incubating them with 10 mM serotonin (prepared with M9 buffer) at room temperature for 30 minutes. Simultaneously, the Screenchip fluidics system was prepared by following the user guide. The worms were loaded in 1.5 ml Eppendorf tubes with 1 ml M9 buffer and vacuum sucked into the screen-chip using a vacuum pump. Pumping frequency was measured by EPG recording using screen-chip 40 for old day 3 worms. Each recording was 1 to 2 minutes long, with 15–20 worms per genotype.

### Chemotaxis associated learning

The short term associated memory training (STAM) assay was performed as described in [20, 22]. The assay is based on the ability of *C. elegans* to learn and remember a positive association between food and the weak chemoattractant butanone. Briefly, age-synchronized worms maintained at 20°C were divided into naïve and trained groups. Each group had 200 to 300 worms per condition. The trained group was washed three times with M9 and starved for one hour in M9 before training. After two hours of conditioning, the worms were trained to positively associate food and butanone, they were kept at hold for 120 minutes in seeded NGM plates. STAM was measured after two hours intervals of (spaced) training. Worms were tested for chemotaxis toward 10% butanone before (naïve) or after two hours conditioning (trained). The chemotaxis index was calculated as follows: (CI) = (n _butanone_ − n _ethanol_)/(Total − n _origin_). Learning Index was calculated by subtracting the naïve CI from the post-conditioning training CI (CI_butanone_-CI_naive_). The memory assay in AD animals was performed as described elsewhere [23].

### Oxygen consumption rate

The oxygen consumption rate was measured using DW1/AD clark-type polarographic oxygen sensor (Hansatech Instruments, model: Oxygraph Plus System). The protocol was exactly implemented as described in [24] without modification.

### Senescence

The senescence assay was performed as described in [25] with minor modifications. Briefly, the animals were washed with PBS and fixed with 0.2% glutaraldehyde + 2% PFA in 1xPBS on dry ice for 5 minutes. Next, the animals were thawed at room temperature for 10 minutes and stained with freshly prepared X-gal staining solution containing 1 mg/ml X-gal (stock 20 mg/ml in DMSO), 40 mM citric acid/sodium phosphate pH 6.5, 5 mM potassium ferricyanide, 150 mM NaCl and 2 mM MgCl2 and incubated overnight at 37°C covered in dark. The stained animals were washed with 1xPBS and mounted on glass slides with coverslips. The animals were imaged under a bright field microscope with ×20 objective.

Senescence assay in BJ fibroblasts was done using SPiDER-β-Gal marker kit. 50,000 (late passaged) fibroblasts cells were seeded on 35 mm imaging dish (IBIDI) with polymer coverslip bottom and cells were allowed to grow overnight at 37°C in 5% CO2 incubator. 24 hours post seeding, cells were treated with 100 μg/ml krill oil and allowed to grow for 6 days at 37°C in 5% CO2 incubator. Senescence assay on live cells was performed on day 7 according to the manufacturer's protocol. Briefly, cells were washed once with PBS and then treated with 1 ml of Bafilomycin working solution and incubated at 37°C for 1 hour in a 5% CO2 incubator. After 1 hour, 1 ml of SPiDER-β-Gal working solution containing 2 μg/ml Hoechst was added to the cells and they were incubated again for 30 minutes in a 5% CO2 incubator. After incubation, cells were washed with PBS and then imaged under Zeiss LSM780 confocal microscope at ×63 with appropriate filters.

### TMRE staining

A TMRE (Tetra methyl rhodamine, ethyl ester) Mitochondrial Membrane Potential assay kit was used to measure the mitochondrial membrane potential. In total, (late passaged) 50,000 BJ fibroblasts cells were plated onto 35 mm imaging dish (IBIDI) with polymer coverslip bottom. 24 hours post seeding cells were treated with 100 μg/ml krill oil and the cells were allowed to grow for another 5 days at 37°C in 5% CO2 incubator. On day 6, TMRE assay was performed according to the manufacturer's protocol. Briefly, cells were stained at a final concentration of 200 nM TMRE and incubated in dark for 30 min at 37°C. After incubation, cells were washed again with PBS and live cell imaging was done on Zeiss LSM780 confocal microscope, at ×63 magnification using appropriate filters.

### Mitochondria copy number and gene expression analysis

Mitochondrial DNA (mtDNA) copy number was quantified using droplet digital PCR (ddPCR). Briefly, the age-synchronized wild type and PD animals were individually picked in lysis buffer (TE low containing 1 mg/ml proteinase K and 0.01 mg/ml RNase). The lysis was performed for 1 hr at 65°C followed by 95°C for 15 minutes. From here this method was performed exactly as described in [20].

For mitochondrial gene expression analysis, transcriptional activation of ctc-1 and nduo-2 was measured in age-synchronized wild type and PD animals. The single worms were collected in 1 ml PBS and immediately snap frozen in dry ice. The protocol was exactly implemented as described in [20] without modification.

### RNA isolation for RNAseq

Age-synchronized wild type and PD animals were grown on regular medium of medium supplemented with krill oil. These animals were harvested as day 1, day 3, day 6 adults and RNA isolation was performed the same day. Briefly, the animals were washed ×2 with sterilized milliQ water, and collected in 1.5 ml Eppendorf. The worm pellets were dispensed in 600 μl of Trizol (Sigma) and transferred to tube with sterile beads to homogenize the animals. From here RNA isolation for tissue was followed as described in the Direct-zol RNA Miniprep Kits protocol section. The isolated RNA was dissolved in 10 μl nuclease free water and the quality was analyzed in bioanalyser.

### RNA sequencing

Sequencing libraries were prepared from 200 ng total RNA using Nugen Universal Plus Total RNA-Seq library preparation kit (Tecan) with custom AnyDeplete design for *C. elegans*. Final libraries were pooled (10 samples/run) and paired-end sequencing (2 × 71 bp) performed using NextSeq High Output kits on the NextSeq 550 sequencer. The raw sequencing data were demultiplexed using BCL Convert (Illumina). Sequencing data preprocess starts right after being demultiplexed. Sequences were aligned to *C.elegans* WBcel235 DNA reference (release-96) [26] using annotations, general transfer format (.gtf) file from the same release, and with STAR aligner (version 2.7.10a) [27]. First, an index was created using parameters --runMode genomeGenerate, --runThreadN 8 --genomeSAindexNbases 12, --sjdOverhang 69, and for any other parameter the default, in the specified version, was used. Second, reads were aligned using parameters --runThreadN 8, --outSAMtype BAM SortedByCoordinate --sjdbOverhang 69 and the ones suggested by STAR manual in ENCODE options section --outFilterType BySJout, --outFilterMultimapNmax 20, --alignSJoverhangMin 8, --alignSJDBoverhangMin 1, --outFilterMismatchNmax 999, --outFilterMismatchNoverReadLmax 0.04, --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000. From the BAM file obtained we created an index using samtools version 1.15.1 [28] so we could remove UMI-duplicates using umi-tools version 1.1.2 [29], with parameters --log2stderr, --paired, --umi-separator=”:”. We then sorted the deduplicated BAM file by name and created fastq files with the same parameters -@ 4, -n.

### RNA seq data analyses

Differential gene expression was performed using the DESeq2 R package [30], version 1.32.0. Count files were split into their respective groups and attributed defining conditions, such as ‘control’ and ‘experiment’. The counts for the respective conditions are merged into one dataframe; from this dataframe genes which have no counts for every sample are removed. A sample defining file containing the sample names along with their associated condition is also created, this file contains the relevant information for the samples within the merged count file. The values are then normalized using the DESeq2 normalization method. The standard DESeq2 pipeline was used to obtain the differential gene expression results. It starts by creating the DESeqDataSet-class by calling the DESeqDataSetFromMatrix function, using the merged count file, and the sample defining file are used as inputs, while the condition is used as the design. The design always uses the ‘experiment’ and compares it with the ‘control’. Using the estimateSizeFactors function, the median ratio method is utilized to estimate the size factors of the DESeqDataSet object. The DESeq2 function is called, which performs an estimate of dispersion followed by a negative binomial generalized linear model fitting and wal statistics in order to obtain the differential gene expression results. Selection of significant differentially expressed genes was made based on an adjusted p value (false discovery rate) below 0.05 and a log2-fold change value greater than 1 or smaller than -1.

The time series analysis was performed using a package developed in our lab (Lefol et al., manuscript in preparation). The package takes in raw RNAseq files and creates a matrix of raw counts, these counts are then normalized using the DESeq2 method [30]. It then performs differential gene expression analyses for both the conditional and temporal elements of the time series analysis, where conditional elements are the comparison of the experiment versus the control at every time point. Temporal elements are the comparison of subsequent time points, where the later time point is used as the experiment and the earlier time point is used as the control. The significant genes from all differential gene experiments are pooled together and clustered using the clusterGenomics (Identifying clusters in genomics data by recursive partitioning package, version 1.0.). A functional enrichment of each cluster is obtained using gprofiler [31].

The WGCNA package [32], version 1.70–3 was used to obtain a weighted correlation association between gene modules and behavioral parameters. WGCNA takes in RNAseq count data. A sample file was manually prepared for the WGCNA package, the sample file details which behavioral values are associated with the samples inputted. The pipeline first removes any samples with too many missing values in proportion with the amount of samples and values inputted. The samples are then clustered and their power is evaluated. Based on the indications of [32], the power value used is the first value above the 0.8 threshold which was a value of 4. The blockwise Modules function is used to calculate the gene modules and obtains the correlation values with the clinical parameters. Each gene module is run through gprofiler [31] in order to extract potential biological relevance of each gene module.

Biological age predictions were performed using the fastq files as raw data as input in the preprocessing specified in the Bit age pipeline [33]. First, the data were processed with fastp version 0.23.2 [34] with parameters -g -x -q 30 -e 30 -w 8. And second, reads were aligned with STAR aligner and parameters --quantMode GeneCounts --runThreadN 8, --outSAMtype BAM Unsorted --sjdbOverhang 69 and again the ones suggested by STAR manual in ENCODE options, as above. For predicting biological age we took raw counts from the STAR aligner output and computed count per million (CPM), as required by bit age method, with edgeR library version 3.38.1 [35]. We then computed predicted biological age using elastic net coefficients and code provided in the bit age material [33].

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE207152 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207152).

## RESULTS

### Krill oil protects dopaminergic neurons from age-related degeneration and improves dopamine-dependent behavior

To determine whether growth in the presence of krill oil protected dopaminergic (DA) neurons from degenerating over time, we used the *C. elegans* PD model, a humanized strain, where overexpression of α-SYN under control of the *dat-1* promoter exacerbates age-dependent degeneration of DA neurons [15, 20]. As previously reported, we saw a substantial reduction of the number of DA neurons in adult day 6 old animals compared to the younger adults (day 1 and day 3) both when assessed by fluorescence intensity of the DA neuronal GFP (Figure 1A) and by scoring the number of DA neurons by differential interference contrast (DIC) microscopy (Figure 1B). Growth in media supplemented with krill oil resulted in a remarkable protection of DA neurons from age-related degeneration (Figure 1A and 1B). In comparison, aging reduced the fraction of DA neurons to less than 70% in day 6 adults compared to 90% in day 1 adults when grown on standard media. In contrast, there was no reduction of surviving DA neurons at day 3 to day 6 in krill oil-treated animals (Figure 1A and 1B). Moreover, there was a small increase in the fraction of surviving DA neurons in day 1 animals, suggesting a general protection against α-synuclein mediated proteotoxicity.

**Figure 1:**
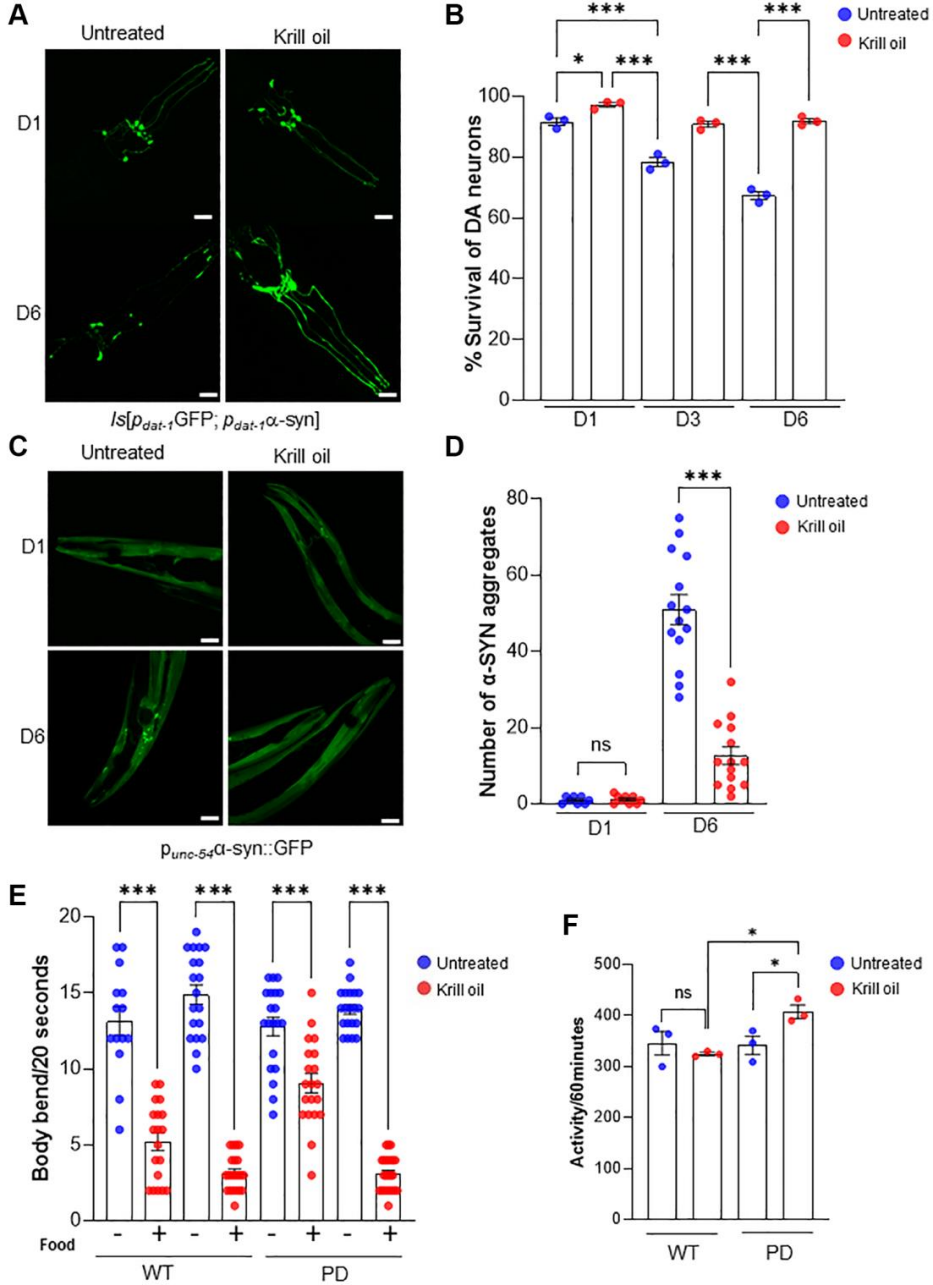
**Krill oil promotes healthy dopaminergic neuronal aging.** (**A**) Representative images of the head region of PD animals at day 1, day 3 and day 6 of adulthood, Scale bar, 20 μm. (**B**) Survival of anterior CEPs and ADEs DA neurons during aging in response to Krill oil (*n* = 35 nematodes per experiment; three independent experiments, s.e.m; ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test. (**C**) Representative images of α-SYN aggregation in body wall muscles in day 1 and day 6 animals, Scale bar, 20 μm. (**D**) The number of aggregates in day 1 and day 6 animals in response to krill oil (*n* = 15 nematodes, s.e.m; NS and ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**E**) Column scatter plot representing basal slowing response of wild type and PD animals at adult day 6. Body bends per 20 second measured on NGM plates with and without bacteria (*n* = 30; Error bars, s.e.m; ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test. (**F**) Column scatter plot representing locomotion activity wild type and PD animals at adult day 6. The activity was scored for 60 minutes (*n* = 50 animals per experiment; Error bars, s.e.m; NS and ^*^p < 0.05; one-way ANOVA followed by Bonferroni’s multiple comparison test.

To test whether krill oil suppressed α-synuclein aggregate formation, a key pathogenic hallmark of Parkinson’s disease, we used a reporter strain expressing α-synuclein coupled with GFP in body wall muscles [20]. Day 1 young animals showed no evidence of α-synuclein aggregation, whereas the day 6 old animals had clear presence of α-synuclein aggregates, averaging about 50 aggregates per animal. Interestingly, krill oil treated animals showed a significant reduction of α-synuclein aggregation, with an average of about 17 aggregates (Figure 1C and 1D).

Dopamine-regulated behaviors are well characterized [36], and it has been demonstrated that DA neuron-dependent behavior, such as basal slowing response (BSR) and movement ability, deteriorates with age [20]. To determine whether improvement of DA neuron survival led to preservation of DA neuron function, we examined BSR in day 6 old wild type and PD animals. Intriguingly, krill oil-fed animals had significantly higher BSR than untreated animals (Figure 1E). Further supporting improved DA–dependent behavior performance, day 6 old animals showed an average activity score of 400/hour as compared to only 340/hour in untreated PD animals. Whereas the wild type animals showed no change in response to krill oil (Figure 1F). Thus, krill oil inhibits α-synuclein aggregate formation, and improves DA neuron survival and dopamine dependent behaviors in old animals.

### Krill oil reduces senescence in *C. elegans* and human fibroblasts

Senescence is a hallmark of aging and evidence suggests that senescence-like atrophy may be responsible for age-dependent loss of germline gonadal cells and self-destruction of intestinal biomass in *C. elegans* [37–39]. In 9-day old animals, 45% of wild type animals and 80% of PD animals exhibited positive β-gal staining. When these animals were fed krill oil, wild type and PD animals showed 35% and 60% reduction of positive β-gal staining, respectively (Figure 2A and 2B).

**Figure 2:**
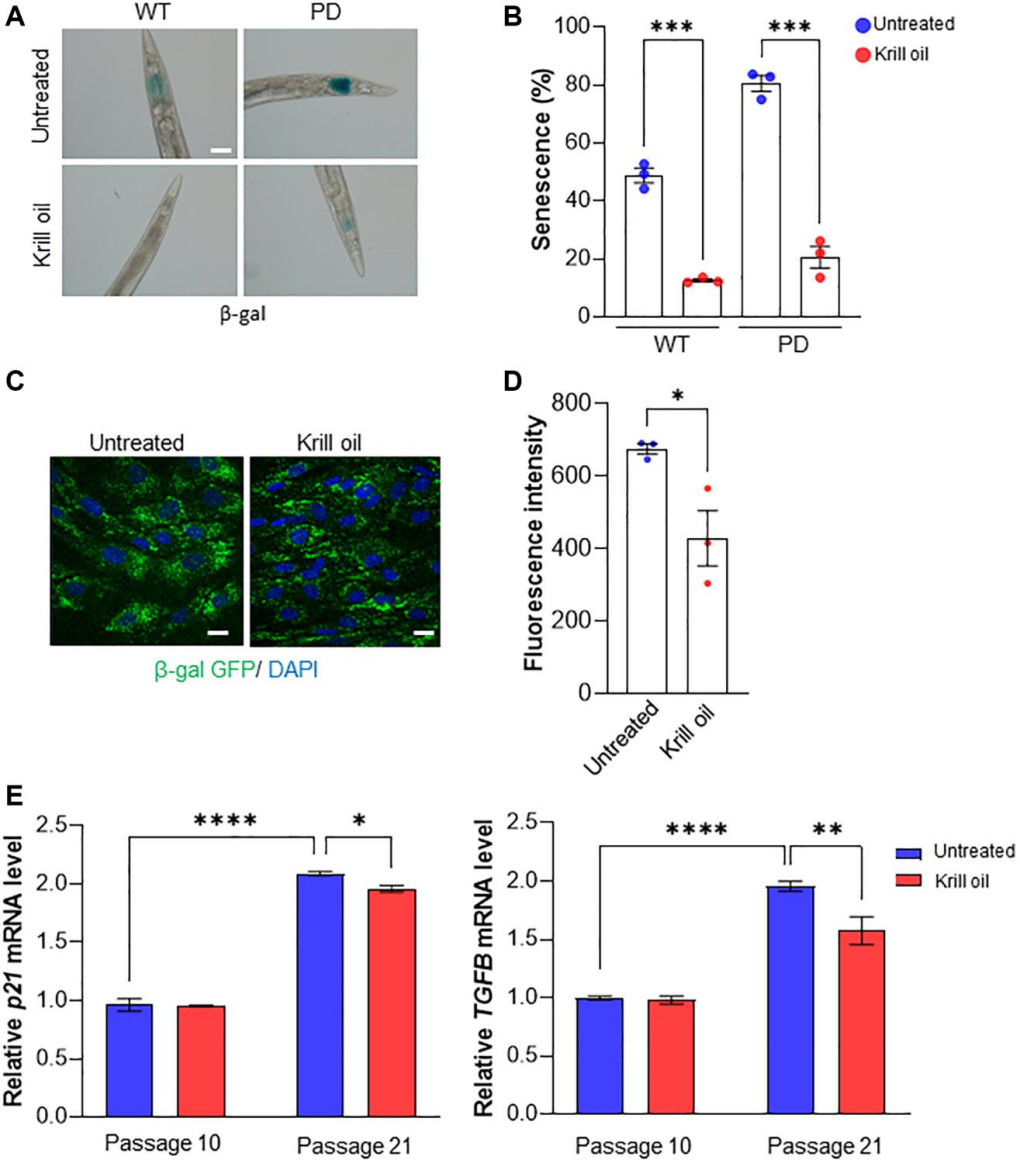
**Krill oil delays senescence.** (**A**, **B**) Representative images of β-gal staining in the head region in 9-day old adults, Scale bar, 20 μm. Column scatter plot representing the percentage of worms with positive senescence staining in three independent experiments (*n* = 50–100 individuals, column indicates mean, error bars, s.e.m, ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**C**, **D**) Images and quantification represents senescence in late passage BJ cells using β-gal staining (three independent experiments, Scale bar, 20 μm, Error bars, s.e.m; ^*^p < 0.05; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**E**) Relative *p21* and *TGFβ* mRNA levels in BJ cells at passage 10 and 21 treated, or not, with Krill oil (100 μg/ml, 6 days) as measured by qPCR. Data represent means ± s.d., *n* = 3. ^*^P ≤ 0.05, ^**^P ≤ 0.01, ^****^P ≤ 0.0001 (two-tailed Student’s *t*-test).

Since it is unclear whether *C. elegans* experiences a process similar to the senescence-associated secretory phenotype, which is an effector of senescence-driven aging in human tissue, we used human fibroblasts to validate whether krill oil counteracts senescence. When treated with krill oil, late passage BJ fibroblasts, which are widely accepted as a model to follow senescence, exhibited a 1.75-fold reduction in cells positive for β-gal, which is a marker of senescent cells (Figure 2C and 2D) as compared to the controls. The reduction in senescence in late passage BJ cells were accompanied by reduced expression of the senescence markers *p21* and *TGFβ* (Figure 2E).

### Krill oil improves mitochondrial health

Oxidative stress is a fundamental feature of aging and a pathogenic factor in PD [3, 20]. Reactive oxygen species (ROS) generated due to metabolic activity by mitochondria are an important source of oxidative stress in brain cells. ROS cause oxidative DNA damage in both nuclear and mitochondrial DNA [40]. Oxidized guanine, 8-oxoG, is a biomarker of nucleic acid oxidation and oxidative stress. As previously demonstrated [20], old PD animals accumulate 8-oxoG in their body (Figure 3A and 3B). Because DHA/EPA and astaxanthin are components of krill oil with antioxidant properties, we were interested to see how 8-oxoG levels were affected. Compared to untreated animals, krill oil supplemented day 6 old PD animals showed a 6-fold decrease in 8-oxoG levels.

**Figure 3:**
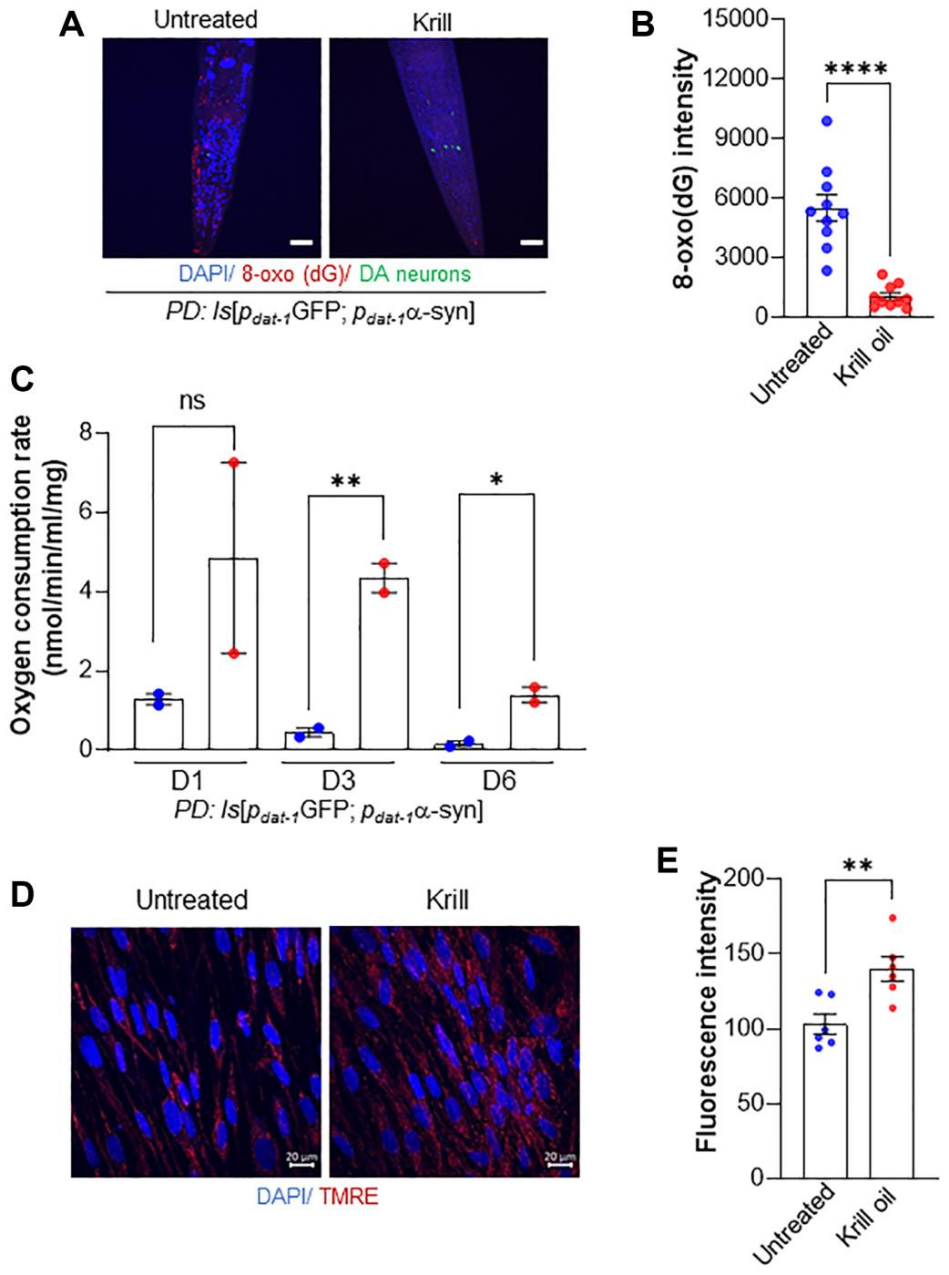
**Krill oil improves mitochondrial health.** (**A**, **B**) Representative image and quantification of 8-Oxo (dG) staining in old day 6 PD animals (*n* = 10 individuals, Error bars, s.e.m; ^****^p < 0.0001; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**C**) Oxygen consumption rate in day 1, day 3 and day 6 PD animals (*n* = 50 individuals, two independent experiments, Error bars, s.e.m; NS and ^*^p < 0.05, ^**^p < 0.01; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**D**, **E**) Image and quantification of mitochondrial membrane potential measured using TMRE staining in BJ fibroblast at passage 16 (p16) in the absence and presence of krill oil (*n* = 6 independent experiments, Scale bar, 20 μm, Error bars, s.e.m; ^**^p < 0.01; one-way ANOVA followed by Bonferroni’s multiple comparison test).

Mitochondrial dysfunction is a main source of oxidative stress, and can be followed by measuring the oxygen consumption rate (OCR) [24]. While the expected age-related reduction in OCR was seen in PD animals from day 1 to day 3, a drop in OCR was only apparent in day 6 old animals fed krill oil (Figure 3C). This was not attributable to a rise in mitochondrial copy number which remained relatively stable in both wild type and PD old day 6 animals fed on krill oil (Supplementary Figure 1).

To test whether krill oil also promoted mitochondrial health in human cells, we measured the mitochondrial membrane potential using tetramethylrhodamine ethyl ester (TMRE), a dye that is imported into mitochondria as a function of the mitochondrial membrane potential and, thus, stains healthy mitochondria. After only 5 days of treatment with krill oil, late passage human BJ fibroblasts showed a 1.2-fold increase in TMRE fluorescence intensity (Figure 3D, 3E).

### Krill oil induces temporal transcriptome rewiring

In the above, we showed that krill oil has a widespread impact on many phenotypic hallmarks of aging. To get an unbiased view of the pathways activated by krill oil in a life-course perspective, we used RNA sequencing. Data was collected from day 1, 3, and 6 old wild type and PD animals. 

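RNA came from wild type animals (strain N2) and from PD animals (strain BY273), whose dopaminergic neurons express GFP and α-synuclein from the dat-1 promoter. Age-synchronized L4 hermaphrodites were placed on plates with or without krill oil at 0.5 μl per ml of medium and were collected at adult day 1, 3 and 6. No FdUrd was used, and after day 2 the animals were washed and filtered through a nylon net every day. Each of the 12 groups of strain, age and diet holds 3 libraries, 36 in all. The sample labels number them as replicates and the paper calls them biological replicates, and the p-values of single genes rest on the spread between these samples. Tests of gene lists by camera and by Fisher's exact test compare members of a list with other genes, and genes are not independent replicates.

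Ribosomal RNA was depleted from total RNA, read pairs were aligned to WBcel235 and duplicates were removed by their molecular identifiers. The deposited values are whole-number counts per gene without normalization. Libraries held 16488713 to 34605080 counts, with a median of 24785463. Ribosomal RNA genes took 5.31% to 24.5% of the counts, with the highest shares in PD krill oil day 1 replicate 3 (24.5%) and wild type control day 6 replicate 3 (23.5%).

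Krill oil and control animals were compared within each strain and age by edgeR's quasi-likelihood test after TMM scaling. A DEG has an adjusted p under 0.05 and an absolute log2 fold change above 1. Levels are given as CPM on the TMM scale, and positions of genes are those of WBcel235 in annotation release 115.

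The 47 gene lists, 13 of them markers of cell types and stages, were fixed before the data were examined. A member of a list rose or fell if its adjusted p over all genes tested was under 0.05, at any fold change. Each list was also tested against all other genes by camera with a correlation of 0.01 between its members, adjusted over 280 tests for krill oil against control and separately for other comparisons. Of the 132 calls this gave for krill oil against control, 1 holds with an estimated correlation, that of fatty acid synthesis and desaturation in PD animals at day 1. In splits of the PD libraries that mix the diets, camera passed up to 21, 15 and 26 lists at day 1, 3 and 6, against 16, 21 and 24 in the real split.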

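At day 1, the mean level of 156 collagen genes was 0.852 ± 0.148 log2 CPM in PD controls and 0.556 ± 0.0698 log2 CPM in PD animals with krill oil (SD, n = 3). At day 6, the same list stood at 0.270 ± 0.272 log2 CPM in PD controls, 2.53 ± 0.390 log2 CPM in PD animals with krill oil, 1.50 ± 0.0361 log2 CPM in wild type controls and 2.65 ± 0.0593 log2 CPM in wild type animals with krill oil. The mean level of 98 sperm genes was -1.71 ± 0.401 log2 CPM in PD controls and 0.515 ± 0.376 log2 CPM in PD animals with krill oil at day 6. Over the 500 most variable genes, 57.4% of the variance lay on the first principal component and 19.1% on the second. Day 1 groups of both diets and strains lay between -41.4 ± 3.26 and -32.5 ± 4.10 on the first component. With krill oil, PD animals lay at 33.0 ± 1.24 at day 3 and 39.2 ± 6.93 at day 6, against -4.24 ± 10.0 and -11.6 ± 7.08 in PD controls. Wild type animals lay at 38.5 ± 6.18 at day 3 and 43.0 ± 1.62 at day 6 with krill oil, against -15.7 ± 1.25 and 25.0 ± 0.710 in controls. Within a strain, the most similar library of each of the 18 libraries was from the same group. Over both strains this held for 34 of 36 libraries, and PD control day 3 replicate 1 and PD krill oil day 6 replicate 2 were each most similar to a wild type library of the same age and diet. Pearson correlations of log2 CPM across genes were 0.985 to 0.9944 within groups and 0.9255 to 0.9906 between groups, and genes are not independent replicates.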

Principal component analysis (PCA) analyses showed good concordance between biological replicates and good separation of experimental groups with respect to age and treatment (Supplementary Figure 2A). Differential gene expression analyses showed that there was a successive increase in the number of differentially expressed genes (DEGs) in both strains (Figure 4A and Supplementary Figure 2B, 2C). 

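In wild type animals, krill oil gave 416 DEGs at day 1 (284 higher and 132 lower), 1786 at day 3 (1573 higher and 213 lower) and 2297 at day 6 (760 higher and 1537 lower). At any fold change, 3182 genes were higher and 2044 lower at day 3 (2624 and 2236 by DESeq2, with 1223 lower without control replicate 1), and 4733 and 4990 at day 6 (5088 and 3579 by DESeq2). At day 1, asm-3, which encodes an acid sphingomyelinase and lies on chromosome IV from 520214 to 523809, rose from 0.819 ± 0.136 CPM in controls to 57.2 ± 5.79 CPM with krill oil (SD, n = 3), a log2 fold change of 6.13 (standard error 0.140, adjusted p = 3.93e-06). The delta-9 fatty acid desaturase gene fat-7, on chromosome V from 7151353 to 7153146, fell from 54.3 ± 15.4 CPM in controls to 0.721 ± 0.120 CPM with krill oil (SD, n = 3), a log2 fold change of -6.24 (standard error 0.302, adjusted p = 6.77e-05). At day 6, genes of the nervous system were lower in wild type animals with krill oil. Of 63 genes of synaptic transmission, 52 fell and tdc-1 and tbh-1 rose (53 and 2 adjusted over the list alone), with a median log2 fold change of -0.83 (adjusted p = 6.92e-10 by camera, and adjusted p = 0.267 with an estimated correlation). The calcium channel gene unc-2, on chromosome X from 2710920 to 2763526, had a log2 fold change of -1.08 (standard error 0.0702, adjusted p = 2.58e-08). Of 87 neuropeptide genes, 74 fell and nlp-59, nlp-20 and nlp-39 rose (75 and 3 adjusted over the list alone, adjusted p = 4.19e-08 by camera, and adjusted p = 0.267 with an estimated correlation). Of 55 cilium assembly genes, 46 fell and the rest did not pass (47 adjusted over the list alone, adjusted p = 2.18e-06 by camera, and adjusted p = 0.239 with an estimated correlation). The saposin-like gene spp-9, on chromosome X from 11487784 to 11488203, rose with a log2 fold change of 7.86 (standard error 0.257, adjusted p = 2.89e-11). In the same comparison, 63 of 72 sperm genes rose, with a median log2 fold change of 5.14, or 5.03 with the 5 members at 0 in one diet set to their bound against 3 counts over the group. In controls at day 6, 84 of 99 molting and larval cuticle genes were higher in wild type than in PD animals. The same controls differed in the nervous system lists. Of the synaptic genes 56 of 63 were higher in wild type controls and 4 lower, of the neuropeptide genes 83 of 87 and 2, and of the cilium genes 51 of 56 and 2. The falls with krill oil in wild type animals are thus measured against controls that stood apart from PD controls. The effect of krill oil at day 6 differed between the strains by edgeR's interaction test and by an absolute log2 difference above 1 for 3613 genes, and was more positive in PD animals for 3448 of them. At any difference it was more positive in PD animals for 5439 genes and less positive for 3960, while the larger side turned by DESeq2 (3770 and 5084) and with RLE factors (4608 and 4989). On that scale the median of all genes was 0.225, and it was 0.311 by DESeq2 and 0.0862 with RLE factors. DEGs that were higher made up 33.1% in wild type animals at day 6, and 43.5% by DESeq2. At day 1, 213 DEGs were called in wild type animals without krill oil replicate 2.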

In the PD strain, the number of upregulated DEGs increased from 586 DEGs at day 1 to 1018 in day 3 and 1986 in day 6.

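In PD animals, krill oil gave 660 DEGs at day 1 (361 higher and 299 lower), 1110 at day 3 (765 higher and 345 lower) and 1962 at day 6 (1874 higher and 88 lower). At day 1 the lipase gene lipl-1, on chromosome V from 12919986 to 12921692, rose from 0.264 ± 0.102 CPM in controls to 26.85 ± 10.9 CPM with krill oil (SD, n = 3), a log2 fold change of 6.66 (standard error 0.384, adjusted p = 7.87e-07). The carnitine palmitoyltransferase gene cpt-3, on chromosome III from 2082819 to 2088314, had a log2 fold change of 6.24 (standard error 0.691, adjusted p = 0.000135). The methionine sulfoxide reductase gene msra-1, on chromosome II from 7363220 to 7364040, fell from 357.5 ± 44.0 CPM in controls to 17.5 ± 3.75 CPM with krill oil (SD, n = 3), a log2 fold change of -4.33 (standard error 0.129, adjusted p = 9.93e-09). At day 3 a large rise was that of F56D6.9, on chromosome IV from 3892327 to 3893326, with a log2 fold change of 5.22 (standard error 0.142, adjusted p = 8.82e-11). The nearby gene dct-8, on chromosome IV from 3895070 to 3895506, rose from 2.30 ± 0.0811 CPM in controls to 40.9 ± 1.72 CPM with krill oil (SD, n = 3), a log2 fold change of 4.15 (standard error 0.0770, adjusted p = 6.41e-12). At day 6 the collagen gene col-63, on chromosome I from 8243694 to 8244963, rose from 0.745 ± 0.713 CPM in controls to 45.4 ± 11.1 CPM with krill oil (SD, n = 3), a log2 fold change of 5.89 (standard error 0.401, adjusted p = 2.64e-05). The lipase-like gene lips-6, on chromosome IV from 12014130 to 12015686, had a log2 fold change of 5.57 (standard error 0.342, adjusted p = 1.53e-05). At any fold change, 1009 genes were higher and 1095 lower at day 1 (1200 and 1059 with all 36 libraries in one fit), 3096 and 2909 at day 3 (1902 lower with all 36 libraries in one fit), and 3595 and 1738 at day 6. At day 6 the number lower was 2844 by DESeq2, 2786 with RLE factors, 3738 with all 36 libraries in one fit, 578, 1095 and 692 without control replicate 1, 2 and 3, and 3486 without krill oil replicate 3. Without the genes of the sperm, collagen and molting lists, a setting chosen after seeing the data, 608, 1000 and 1738 DEGs were called in PD animals. Those lists need not hold every gene of sperm, cuticle or molt, so other such genes can remain among these DEGs. The tests covered 13569, 14588 and 14469 genes. At day 1, 3 and 6, the krill oil and control libraries did not overlap in level for 31.7%, 52.7% and 55.0% of all genes, where chance gives 10%. The median log2 fold change of all genes at day 6 was 0.0549, and it was 0.119 by DESeq2, 0.00513 with RLE factors and 0.163 with only all-zero genes removed.

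**Figure D1:**
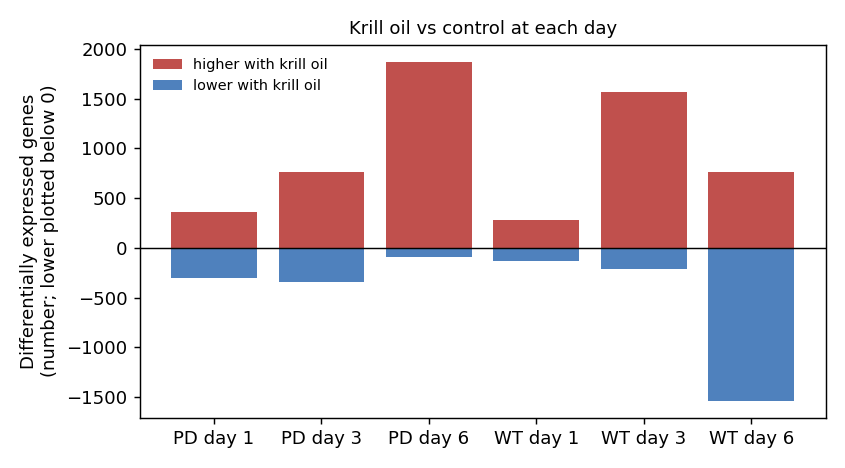
Number of DEGs (adjusted p under 0.05 and absolute log2 fold change above 1) between krill oil and control, in PD and wild type animals at adult day 1, 3 and 6. Bars above 0 give genes higher with krill oil and bars below 0 genes lower with krill oil, and at day 6 most DEGs are higher in PD animals (1874 of 1962) and lower in wild type animals (1537 of 2297).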

**Figure 4:**
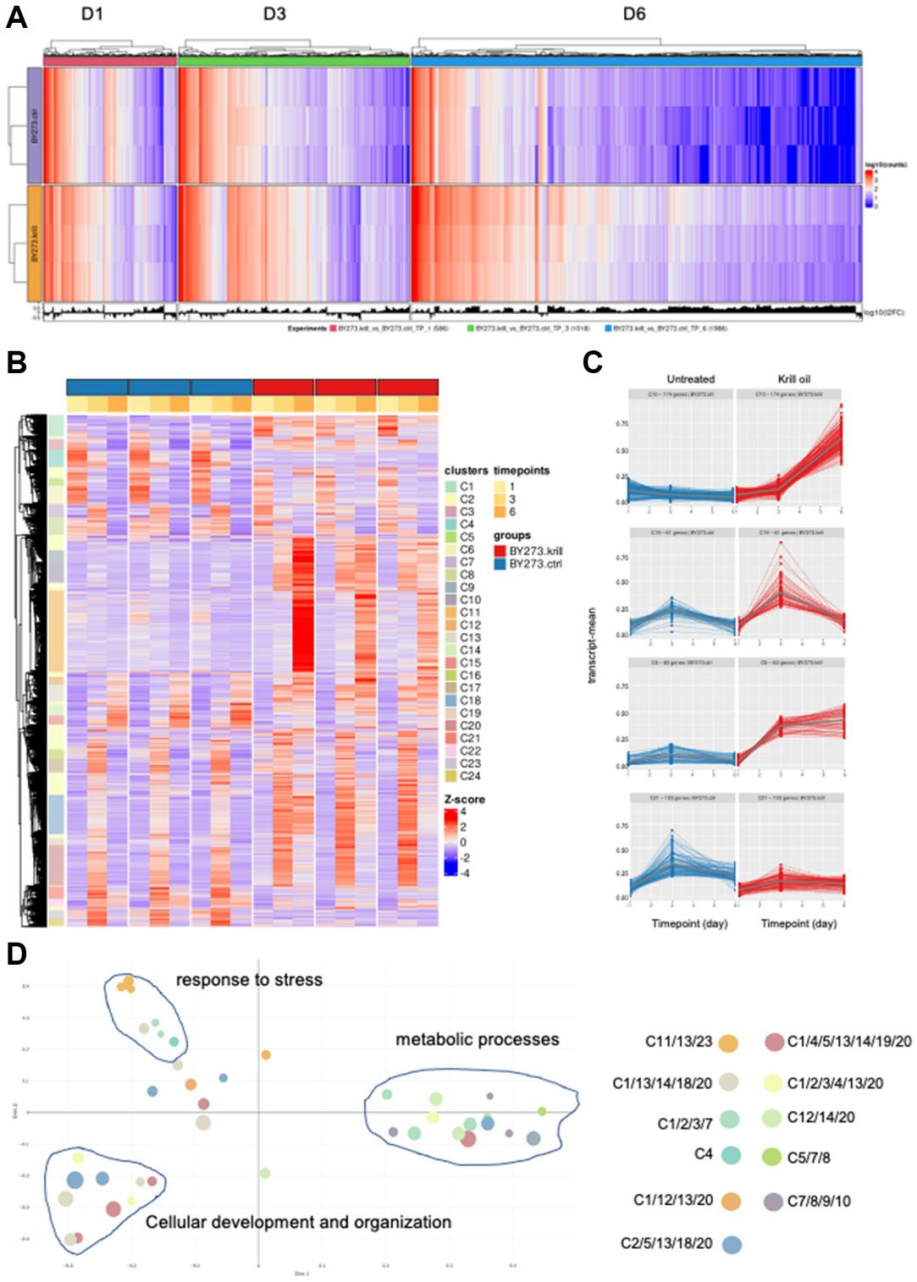
**Krill oil alters genes regulation.** (**A**) Differentially expressed genes (DEG) in PD animals in the presence and absence of krill oil treatment in day 1, day 3 and day 6 old animals. (**B**) Heat map of the time series analyses comprising all DEGs revealing 24 co-regulated clusters. (**C**) Examples of clusters (C10, C19, C5 and C21) with typical trajectories in PD animals. (**D**) Represents multi-dimensional scaling (MDS) plots showing all GOs and separating them based on clusters having similar functions.

To identify groups of genes that respond similarly to krill oil in a temporal manner, we performed gene cluster analysis comprising all DEGs with an absolute log2 fold change greater than one, as illustrated in a heatmap of all the genes submitted for PART clustering (Figure 4B). Several clusters with genes temporally regulated in response to krill oil were identified (Figure 4B), that could be broadly categorized into four main types of cluster trajectories (Figure 4C and Supplementary Figure 2D). Genes upregulated in day 6 old krill oil fed animals were found in clusters C7-C10. 

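In PD animals, 1240 genes were DEGs that were higher with krill oil at day 6 and were not DEGs at day 1 or day 3. A gene with too few counts to be tested at an age counts as not a DEG there, and 746 of the 1240 were tested at all 3 ages. The 746 included 19 of 47 sperm genes (odds ratio 11.6, adjusted p = 1.95e-10), 21 of 75 molting and larval cuticle genes (odds ratio 6.64, adjusted p = 2.64e-08), 20 of 91 collagen genes (odds ratio 4.80, adjusted p = 3.74e-06), 10 of 18 body wall muscle genes (odds ratio 21.1, adjusted p = 3.6e-07), 5 of 7 pharyngeal muscle genes (odds ratio 41.9, adjusted p = 0.000286) and 9 of 50 lysosomal hydrolase genes (odds ratio 3.69, adjusted p = 0.0317), all by Fisher's exact test. The sperm phosphatase gene gsp-4, on chromosome I from 3838237 to 3839673, rose at day 6 from 0.237 ± 0.0502 CPM in controls to 2.66 ± 0.707 CPM with krill oil (SD, n = 3), a log2 fold change of 3.48 (standard error 0.317, adjusted p = 6.58e-05). The aspartyl protease gene asp-8, on chromosome V from 3024549 to 3027931, rose from 1.97 ± 0.230 CPM in controls to 8.01 ± 0.998 CPM with krill oil (SD, n = 3), a log2 fold change of 2.06 (standard error 0.159, adjusted p = 4.12e-05). Members of the sperm, collagen and molting lists made up 88 of the 1240 genes (7.10%), 36 of them sperm genes, 22 collagens and 30 molting genes. These fixed lists need not hold every gene of sperm, cuticle or molt, so the share of such genes can be higher. The enrichment tests took as background the 13182 genes tested at all 3 ages and were adjusted over 47 lists in each of 5 such groups of genes. Fisher's exact test treats genes as independent, so where genes of a list move together its p-values can be too small.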

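In PD animals, 489 genes were higher DEGs at both day 3 and day 6, and genes of the cuticle were prominent among them. Among genes tested at all 3 ages they held 50 of 91 collagen genes (odds ratio 60.9, adjusted p = 4.34e-56) and 21 of 75 molting and larval cuticle genes (odds ratio 17.5, adjusted p = 1.93e-15) by Fisher's exact test. The collagen genes bli-1, lon-3 and dpy-8 form the cuticle. At day 3, bli-1, on chromosome II from 10708960 to 10712156, rose from 1.57 ± 2.22 CPM in controls to 38.4 ± 7.72 CPM with krill oil (SD, n = 3), a log2 fold change of 4.50 (standard error 0.436, adjusted p = 5.24e-06). The levels of lon-3, on chromosome V from 12197437 to 12198645, rose from 1.12 ± 0.569 CPM in controls to 19.45 ± 4.17 CPM with krill oil (SD, n = 3), a log2 fold change of 4.06 (standard error 0.233, adjusted p = 4.45e-08). For dpy-8, on chromosome X from 5148804 to 5150476, the change was a log2 fold change of 2.76 (standard error 0.167, adjusted p = 7.61e-08). Innate immune effectors were also enriched, with 12 of 145 in this group (odds ratio 3.91, adjusted p = 0.00334, Fisher's exact test). Members of the sperm, collagen and molting lists made up 20.9% of the 489 genes. Without the fold threshold this group held 1651 genes.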

Genes upregulated in the animals at day 3 and day 6 were found in clusters C3-C6 and C17. 

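In PD animals, 48 genes were lower DEGs at both day 3 and day 6, and 597 were lower at both ages without the fold threshold. Among genes tested at all 3 ages, the 48 included 9 of 145 innate immune effectors (odds ratio 34.4, adjusted p = 4.48e-09) and 3 of 50 lysosomal hydrolases (odds ratio 26.9, adjusted p = 0.00604) by Fisher's exact test. At day 3, gba-4, a homolog of glucocerebrosidase on chromosome IV from 5344592 to 5350897, fell from 37.1 ± 2.84 CPM in controls to 1.01 ± 0.0435 CPM with krill oil (SD, n = 3), a log2 fold change of -5.20 (standard error 0.105, adjusted p = 7.89e-12). The lipase gene lipl-5, on chromosome V from 385746 to 387740, had a log2 fold change of -3.81 (standard error 0.0679, adjusted p = 6.09e-12) at day 3 and a log2 fold change of -3.05 (standard error 0.108, adjusted p = 6.15e-07) at day 6. C17F4.7, on chromosome II from 3245087 to 3246015, fell from 855 ± 54.5 CPM in controls to 10.05 ± 2.93 CPM with krill oil (SD, n = 3), a log2 fold change of -6.42 (standard error 0.105, adjusted p = 4.57e-12). The C-type lectin gene clec-50, on chromosome V from 19752399 to 19755368, had a log2 fold change of -1.53 (standard error 0.0365, adjusted p = 2.4e-11) at day 3. None of the 48 genes was in the sperm, collagen or molting lists.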

Genes upregulated at day 3 only are exemplified in cluster C19, and finally, genes downregulated on day 3 and day 6 are represented by C21, C23-C24. Functional enrichment analyses performed on each cluster separately revealed similarities between clusters with similar trajectories (Supplementary Figure 3), where genes upregulated in old animals were dominated by genes involved in metabolic processes, e.g., protein metabolic processes. 

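At day 6 in PD animals, 15 of 79 cytosolic ribosomal protein genes rose with krill oil and the rest did not pass (6 adjusted over the list alone, and 4 of 80 by DESeq2). Ribosomal protein gene rpl-11.2, on chromosome X from 2241738 to 2242618, had a log2 fold change of 0.85 (standard error 0.101, adjusted p = 0.000236), and rpl-25.1, on chromosome X from 4715178 to 4715796, a log2 fold change of 0.75 (standard error 0.0723, adjusted p = 8.49e-05). Of 20 genes of the proton-pumping vacuolar ATPase, 14 rose and vha-7 and vha-18 fell (15 and 2 adjusted over the list alone). Subunit gene vha-5, on chromosome IV from 8303968 to 8307371, rose from 25.65 ± 0.503 CPM in controls to 44.1 ± 8.04 CPM with krill oil (SD, n = 3), a log2 fold change of 0.81 (standard error 0.124, adjusted p = 0.000941). Among 72 genes of translation factors and tRNA synthetases, iff-2, eef-1A.2 and inf-1 rose and eif-4A3 and eif-3.I fell (2 higher and 1 lower adjusted over the list alone, and 9 lower by DESeq2). The elongation factor gene eef-1A.2, on chromosome X from 7823654 to 7825769, rose from 296 ± 9.44 CPM in controls to 427 ± 65.2 CPM with krill oil (SD, n = 3), a log2 fold change of 0.56 (standard error 0.103, adjusted p = 0.00255). Of 52 nuclear-encoded respiratory chain genes, 16 rose and 36 did not pass (16 rose adjusted over the list alone, and 10 by DESeq2). Of 33 proteasome genes, rpn-9 fell and 32 did not pass by edgeR, 9 were lower at an unadjusted p under 0.05, and 14 fell by DESeq2. The fall of rpn-9 is lost without control replicate 1 (adjusted p = 0.0982), control replicate 2 (0.0826), control replicate 3 (0.0747) or krill oil replicate 2 (0.0511), and that of eif-3.I without control replicate 1 (adjusted p = 0.0797). In the same comparison 78 molting and larval cuticle genes rose, ptr-22 fell and 22 did not pass (3 fell by DESeq2). The camera test gave adjusted p = 0.00464 for the vacuolar ATPase (adjusted p = 0.581 with an estimated correlation), adjusted p = 0.0891 for translation factors, which pass with only all-zero genes removed (adjusted p = 0.0093) and without control replicate 2 (0.0292), control replicate 3 (0.0359) or krill oil replicate 3 (0.0133), adjusted p = 0.111 for the respiratory chain, which passes without krill oil replicate 2 (adjusted p = 0.0162), and adjusted p = 0.00702 for the proteasome, whose median log2 fold change was -0.08 (adjusted p = 0.599 with an estimated correlation). For the ribosomal proteins camera gave adjusted p = 0.0276, higher (adjusted p = 0.741 with an estimated correlation), and this call is lost with a replicate block (adjusted p = 0.318) and without control replicate 1 (0.135), control replicate 2 (0.113), control replicate 3 (0.144) or krill oil replicate 1 (0.325).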

Clusters upregulated at day 3 were dominated by biological processes responding to stress, such as unfolded protein response and immunity. 

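At day 3 in PD animals, the mitochondrial chaperone genes hsp-6 and hsp-60 rose with krill oil. For hsp-6, on chromosome V from 4824124 to 4826760, levels went from 504.5 ± 3.33 CPM in controls to 588 ± 10.0 CPM with krill oil (SD, n = 3), a log2 fold change of 0.22 (standard error 0.0263, adjusted p = 3.61e-05), and for hsp-60, on chromosome III from 1619742 to 1625803, the change was a log2 fold change of 0.25 (standard error 0.0272, adjusted p = 1.38e-05). Of 19 genes of the mitochondrial unfolded protein response, hsp-6, hsp-60, phb-1, phb-2 and spg-7 rose and met-2, jmjd-1.2, dve-1 and lin-65 fell (9 rose and 5 fell adjusted over the list alone, 2 fell by DESeq2, camera adjusted p = 0.441). Of 18 genes of the endoplasmic reticulum unfolded protein response, pdi-3 rose and xbp-1, atf-4, sel-1 and cnx-1 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.476). The transcription factor gene xbp-1, on chromosome III from 4193809 to 4195358, had a log2 fold change of -0.30 (standard error 0.0297, adjusted p = 5.98e-06). Of 17 cytosolic heat shock protein genes, 6 rose and sip-1, hsp-17, dnj-19, hsf-1 and dnj-13 fell (6 and 6 adjusted over the list alone, camera adjusted p = 0.928). Of 186 innate immune effector genes, 60 rose and 66 fell (65 and 71 adjusted over the list alone), with a median log2 fold change of -0.06 (adjusted p = 0.0132 by camera, and adjusted p = 0.484 with an estimated correlation), a call lost with only all-zero genes removed (adjusted p = 0.0632). The lysozyme gene lys-1, on chromosome V from 10277904 to 10279056, rose from 158 ± 0.460 CPM in controls to 364 ± 10.1 CPM with krill oil (SD, n = 3), a log2 fold change of 1.20 (standard error 0.0267, adjusted p = 1.7e-11). The saposin-like gene spp-18, on chromosome IV from 9593712 to 9594413, fell from 30.7 ± 1.87 CPM in controls to 1.71 ± 0.214 CPM with krill oil (SD, n = 3), a log2 fold change of -4.17 (adjusted p = 2.41e-11). Molting and larval cuticle genes moved alongside, with 76 of 100 higher and a median log2 fold change of 0.81.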

Clusters upregulated on day 3 only comprised several clusters with 1352 genes, but only C19 showed enriched biological processes. 

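In PD animals, 221 genes were higher DEGs at day 3 and not DEGs at day 1 or day 6, and without the fold threshold this group held 1107 genes. Of the 221 genes, 121 were tested at all 3 ages. These 121 included 6 of 111 genes of cytochrome P450s and UDP-glucuronosyltransferases, enzymes of xenobiotic metabolism (odds ratio 6.44, adjusted p = 0.0107), and 6 of 145 innate immune effectors (odds ratio 4.85, adjusted p = 0.0366) by Fisher's exact test. F56D6.8, on chromosome IV from 3894058 to 3894430, rose from 2.96 ± 0.662 CPM in controls to 69.9 ± 0.805 CPM with krill oil (SD, n = 3), a log2 fold change of 4.54 (standard error 0.0867, adjusted p = 6.57e-12). Members of the collagen and molting lists made up 7 of the 221 genes (3.17%).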

Interestingly, these were directly related to neuron function, such as cell projection assembly. Similarly, of genes downregulated exclusively at day 3, only cluster 23 showed enriched biological processes representing various defense responses.

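Of 62 genes of synaptic transmission in PD animals at day 3, 28 rose with krill oil and tbh-1, goa-1, egl-30 and snb-1 fell (28 and 4 adjusted over the list alone). The calcium channel gene egl-19, on chromosome IV from 7405582 to 7418740, rose from 31.9 ± 1.57 CPM in controls to 43.2 ± 0.989 CPM with krill oil (SD, n = 3), a log2 fold change of 0.44 (standard error 0.0471, adjusted p = 1.35e-05). Levels of lev-1, a nicotinic acetylcholine receptor subunit gene on chromosome IV from 13174157 to 13179395, rose with a log2 fold change of 0.87 (standard error 0.124, adjusted p = 0.000142). The potassium channel gene slo-1 lies on chromosome V from 18492261 to 18508212 and had a log2 fold change of 0.61 (standard error 0.0901, adjusted p = 0.000199). Of 56 cilium assembly genes, 10 rose and hyls-1 and klp-20 fell (5 and 1 adjusted over the list alone, and 2 and 1 of 60 by DESeq2). The intraflagellar transport gene che-2, on chromosome X from 481450 to 486504, rose from 0.939 ± 0.0978 CPM in controls to 1.60 ± 0.0920 CPM with krill oil (SD, n = 3), a log2 fold change of 0.76 (standard error 0.186, adjusted p = 0.00631). Of 14 genes of dopaminergic neurons, cat-4, ceh-43 and ptps-1 rose and 11 did not pass (3 rose adjusted over the list alone, camera adjusted p = 0.434). cat-4, which encodes the GTP cyclohydrolase of dopamine synthesis and lies on chromosome V from 10564880 to 10566464, rose from 30.8 ± 0.808 CPM in controls to 55.8 ± 4.54 CPM with krill oil (SD, n = 3), a log2 fold change of 0.85 (standard error 0.0584, adjusted p = 2.36e-07). The dopamine transporter gene dat-1 was at 1.764 ± 0.115 CPM in controls and 1.835 ± 0.7 CPM with krill oil. By edgeR its log2 fold change was 0.06 (standard error 0.246, adjusted p = 0.874). At day 1 it was 0.08 (adjusted p = 0.905) and at day 6 0.43 (adjusted p = 0.339). Alongside at day 3, 94 of 114 collagen genes rose, with a median log2 fold change of 1.47. The synaptic list had a median log2 fold change of 0.34 (adjusted p = 0.0335 by camera, and adjusted p = 0.631 with an estimated correlation), and camera gave adjusted p = 0.425 for the cilium list. The synaptic call is lost without control replicate 2 (adjusted p = 0.0549) or krill oil replicate 3 (adjusted p = 0.114). The call for che-2 is lost by DESeq2 (adjusted p = 0.0894).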

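In PD animals, 204 genes were lower DEGs at day 3 and not DEGs at day 1 or day 6, and without the fold threshold this group held 1554 genes. Among genes tested at all 3 ages, the 204 held 12 of 145 innate immune effectors (odds ratio 10.0, adjusted p = 5.31e-07, Fisher's exact test). The lysozyme gene lys-4, on chromosome IV from 11621429 to 11623174, fell at day 3 from 254 ± 18.1 CPM in controls to 43.9 ± 1.09 CPM with krill oil (SD, n = 3), a log2 fold change of -2.53 (standard error 0.0492, adjusted p = 6.57e-12). No member of the sperm, collagen or molting lists was among the 204 genes.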

To illustrate the relationship between the different clusters, we prepared Multi-Dimensional Scaling (MDS) plots that shows all the terms of the specified ontology (biological processes (BP)) and distinguishes the cluster(s) using colour and each terms relatedness using distance. Using a nearest ancestor clustering approach, where all terms found are brought up to their nearest common ancestor, the clusters fell nicely into three groups (Figure 4D). This approach clearly shows the relatedness between the GOs involving neurogenesis, neuron projection morphogenesis, and cell projection organization (representing C13, C14 and C20 illustrated by light grey balls), and developmental processes (illustrated with red, blue and yellow balls in the lower left quadrant). Response to stress and immunity are represented in the top left quadrant whereas cellular and macromolecular metabolic processes fall together (Figure 4D).

### Transcriptome rewiring promotes neuron survival

To further narrow down which components of the global transcription reprogramming correlate with changes in phenotypic end-points, we used WGCNA analysis. Genes, which have similar trajectories using the WGCNAs clustering method, are grouped into modules. The modules were then correlated with three phenotypic endpoints, *i.e*., survival fraction of DA neurons; OCR, and locomotion ability at all time points (day 1, 3 and 6). We also added krill oil treatment as a parameter to be able to follow the directionality of correlation (Figure 5A). The correlation ranges from +1 (completely positively correlated) to -1 (perfect negative correlation), where a positive correlation indicates that increased gene expression results in an increase of the value of that parameter or vice versa.

**Figure 5:**
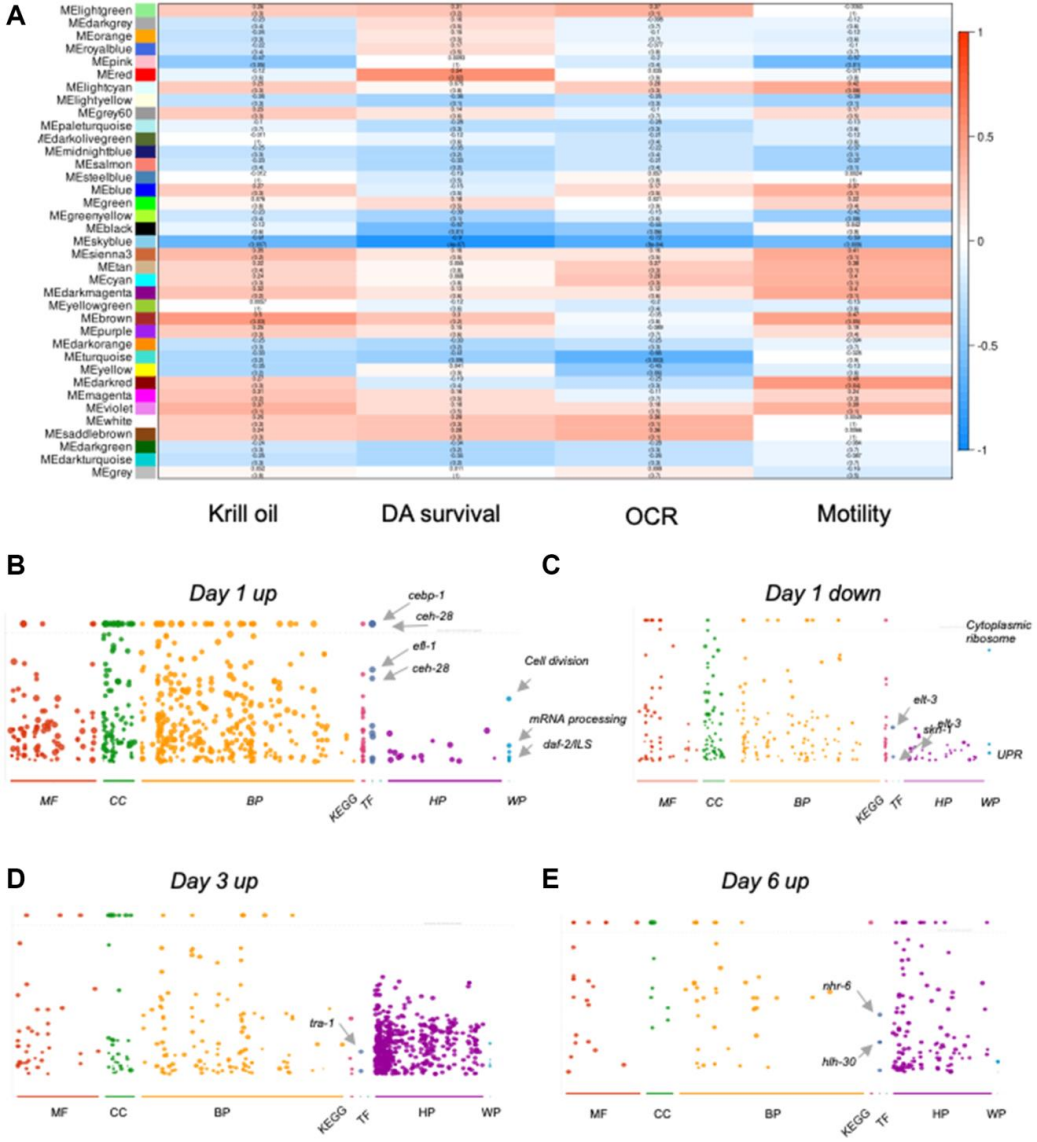
**Krill oil rewires gene expression to promote neuron survival.** (**A**) Heatmap from WGCNA analysis shows the correlation values between all of the found modules (gene groups) and defined parameters (krill oil treated, DA neuron survival, OCR and locomotion). The correlation ranges from +1 (completely positively correlated) to -1 (perfect negative correlation). (**B**–**E**) Gprofiler plots with functionally enriched transcription factors indicated; (**B**) Representation of the modules (turquoise, white and saddlebrown) upregulated in day 1 PD animals. (**C**) Representation of the modules (red, pink and dark grey) downregulated in day 1 PD animals. (**D**) Representation of the modules (blue, tan, cyan, light cyan, violet, dark magenta, sienna) upregulated in day 3 PD animals. (**E**) Representation of the modules (magenta, purple, dark olive green, and yellow green) upregulated in day 6 PD animals.

Correlation values between all of the modules identified and defined parameters are shown as a heatmap (Figure 5A). Interestingly, different phenotypic endpoints were correlated with different sets of modules even though these phenotypes are, to some extent, functionally linked. The red module (comprising 1462 genes) has a strong positive correlation with the survival of the DA neurons (Figure 5A). The trajectory of the red module showed that the genes are downregulated in day 1 adults (Supplementary Figure 4). The module is functionally enriched for mitochondrial unfolded response and translation. 

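At day 1 in PD animals, hsp-6, which encodes a mitochondrial chaperone, was at 665 ± 7.22 CPM with krill oil and 627 ± 22.0 CPM in controls (SD, n = 3), a log2 fold change of 0.11 (standard error 0.0447, adjusted p = 0.129). The mitochondrial protease gene clpp-1, on chromosome II from 10300714 to 10302842, had a log2 fold change of -0.12 (standard error 0.0693, adjusted p = 0.294). Of 19 genes of the mitochondrial unfolded protein response, 0 passed edgeR's test, 2 were higher at an unadjusted p under 0.05, and 0 passed by DESeq2 (0 adjusted over the list alone, camera adjusted p = 0.855). Among 79 cytosolic ribosomal protein genes, 6 fell and the rest did not pass (3 fell adjusted over the list alone, and 12 by DESeq2). The fall of rpl-11.2 was a log2 fold change of -0.31 (standard error 0.0572, adjusted p = 0.00371), and that of rpl-25.1 a log2 fold change of -0.30 (standard error 0.0457, adjusted p = 0.00121). Of 72 translation factor and tRNA synthetase genes, sars-1 rose and iff-2 and wars-1 fell (0 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.444). The initiation factor gene iff-2, on chromosome II from 8559375 to 8561367, had a log2 fold change of -0.33 (standard error 0.0663, adjusted p = 0.00623). Of 68 mitochondrial ribosomal protein genes, 0 passed by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. The ribosomal protein list had a median log2 fold change of -0.09 (adjusted p = 0.00419 by camera, and adjusted p = 0.769 with an estimated correlation). Its call is lost without control replicate 2 (adjusted p = 0.0797) or krill oil replicate 1 (0.0646), that of wars-1 without control replicate 1 (adjusted p = 0.0609) or control replicate 3 (0.053), and that of sars-1 by DESeq2 (adjusted p = 0.0837), with only all-zero genes removed (0.0728), with a replicate block (0.0681), without ribosomal RNA genes (0.0574) and without control replicate 1 (0.155), control replicate 2 (0.0674), control replicate 3 (0.143), krill oil replicate 1 (0.0841) or krill oil replicate 3 (0.148). Of 63 sperm genes, 27 fell at the same age (16 by DESeq2).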

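Genes of lysosomal hydrolases were lower with krill oil in PD animals at day 3, where 29 of 50 fell and 12 rose (31 and 13 adjusted over the list alone). The cathepsin B-type protease gene cpr-1, on chromosome V from 11975551 to 11976756, fell from 568.5 ± 10.7 CPM in controls to 215 ± 15.0 CPM with krill oil (SD, n = 3), a log2 fold change of -1.41 (standard error 0.0433, adjusted p = 2.68e-10). The alpha-glucosidase gene aagr-2, on chromosome II from 4914494 to 4925248, had a log2 fold change of -0.67 (standard error 0.0265, adjusted p = 1.8e-09). The aspartyl protease gene asp-1, on chromosome V from 19049562 to 19050752, had a log2 fold change of -0.49 (standard error 0.0482, adjusted p = 6.22e-06). Of 28 autophagy genes, 14 fell and the rest did not pass (14 adjusted over the list alone). The autophagy gene lgg-2, on chromosome IV from 10934196 to 10935903, had a log2 fold change of -0.30 (standard error 0.0301, adjusted p = 6.49e-06). In the same comparison 17 of 18 body wall muscle genes rose, and of 12 intestine marker genes, asp-1 and cpr-1 among them, 7 fell and act-5 and ifb-2 rose. The lysosomal list had a median log2 fold change of -0.29 (adjusted p = 9.63e-15 by camera, and adjusted p = 0.239 with an estimated correlation), and the autophagy list one of -0.11 (adjusted p = 0.0149 by camera, and adjusted p = 0.373 with an estimated correlation).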

The skyblue module, comprising 144 genes that are functionally enriched for the biological processes of lysosome and defense responses, was inversely correlated with DA survival, OCR and motility (Figure 5A) with a trajectory characterized by downregulation in day 3 animals (Supplementary Figure 4). 

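Genes of muscle were higher with krill oil in PD animals at day 6. Of 18 body wall muscle genes, 16 rose and the rest did not pass, with a median log2 fold change of 1.19 (adjusted p = 1.45e-24 by camera, and adjusted p = 0.352 with an estimated correlation). The troponin T gene tnt-2, on chromosome X from 8721546 to 8723550, rose from 98.2 ± 2.99 CPM in controls to 292 ± 54.5 CPM with krill oil (SD, n = 3), a log2 fold change of 1.61 (standard error 0.122, adjusted p = 3.95e-05). All 7 pharyngeal muscle genes tested rose, with a median log2 fold change of 1.34 (adjusted p = 9.03e-05 by camera, and adjusted p = 0.555 with an estimated correlation). Of 60 genes of synaptic transmission, 26 rose and tdc-1 and elks-1 fell (30 and 2 adjusted over the list alone). The synaptic vesicle GTPase gene rab-3, on chromosome II from 5721767 to 5727853, rose from 3.90 ± 0.366 CPM in controls to 7.39 ± 1.18 CPM with krill oil (SD, n = 3), a log2 fold change of 0.95 (standard error 0.159, adjusted p = 0.00155). The glutamate decarboxylase gene unc-25, on chromosome III from 12942651 to 12949883, had a log2 fold change of 0.90 (standard error 0.156, adjusted p = 0.00195). Of 85 neuropeptide genes, 34 rose and the rest did not pass (37 adjusted over the list alone, and 10 of 93 by DESeq2). Of 49 cilium assembly genes, tba-9, klp-11 and cdkl-1 rose and hyls-1 and dyf-17 fell, while 0 passed adjusted over the list alone by edgeR, 5 were higher and 3 lower at an unadjusted p under 0.05, and 2 rose and 3 fell of 60 by DESeq2 (camera adjusted p = 0.726). Sperm genes moved in the same direction, with 64 of 71 higher and a median log2 fold change of 3.58. The synaptic list had a median log2 fold change of 0.44 (adjusted p = 0.0136 by camera, and adjusted p = 0.678 with an estimated correlation), a call lost with a replicate block (adjusted p = 0.108) and without krill oil replicate 1 (0.0674). The neuropeptide list had one of 0.40 (adjusted p = 0.0381 by camera, and adjusted p = 0.597 with an estimated correlation), a call lost with a replicate block (adjusted p = 0.261) and without control replicate 1 (0.133), control replicate 3 (0.0643), krill oil replicate 1 (0.0737) or krill oil replicate 2 (0.0698).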

For genes in the blue module, that strongly correlate with improved motility, the trajectory showed increased expression in day 6 animals. As some modules contained a number of genes too low for meaningful functional enrichment analyses, we grouped modules with similar trajectories (Supplementary Figure 4). Genes upregulated in day 1 animals (turquoise, white and saddlebrown) were enriched for basic cellular processes, such as DNA repair/replication, mRNA processing, and biogenesis. 

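At day 1 in PD animals, cdt-1, which licenses replication origins and lies on chromosome I from 3223160 to 3228104, rose from 88.1 ± 2.12 CPM in controls to 100.0 ± 2.53 CPM with krill oil (SD, n = 3), a log2 fold change of 0.21 (standard error 0.0424, adjusted p = 0.00655). Of 39 DNA replication genes, cdt-1, mcm-5, rnr-2 and rpa-1 rose and the rest did not pass (1 adjusted over the list alone, 3 by DESeq2, camera adjusted p = 0.11). The recombinase gene rad-51, on chromosome IV from 10281634 to 10284244, had a log2 fold change of 0.08 (standard error 0.0480, adjusted p = 0.32). Of 42 DNA repair genes, 0 passed by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p = 0.501). Of 47 mRNA processing genes, prp-9 rose, 7 were higher at an unadjusted p under 0.05, and 0 passed by DESeq2 (0 adjusted over the list alone, camera adjusted p = 0.381). For ribosome biogenesis, 0 of 23 genes passed by edgeR, 1 was higher at an unadjusted p under 0.05 and 0 passed by DESeq2 (camera adjusted p = 0.858). Of 38 histone genes, 7 rose and the rest did not pass (9 adjusted over the list alone, adjusted p = 0.047 by camera, and adjusted p = 0.742 with an estimated correlation), a camera call lost with a replicate block (adjusted p = 0.0584) and without control replicate 1 (0.197) or krill oil replicate 2 (0.0609). Of 93 collagen genes, 28 fell and 7 rose. The DNA replication list passes camera without krill oil replicate 1 (adjusted p = 0.042). The rise of mcm-5 is lost with only all-zero genes removed (adjusted p = 0.063) and without control replicate 1 (0.092), control replicate 2 (0.112), control replicate 3 (0.0933), krill oil replicate 2 (0.0689) or krill oil replicate 3 (0.0901), and that of rnr-2 without control replicate 1 (adjusted p = 0.114), control replicate 2 (0.0601), control replicate 3 (0.15), krill oil replicate 2 (0.0904) or krill oil replicate 3 (0.0965). For rpa-1 the call is lost by DESeq2 (adjusted p = 0.0823), with only all-zero genes removed (0.117), with a replicate block (0.0532), with all 36 libraries in one fit (0.111), without ribosomal RNA genes (0.05) and without control replicate 1 (0.113), control replicate 2 (0.0841), control replicate 3 (0.15), krill oil replicate 1 (0.072), krill oil replicate 2 (0.109) or krill oil replicate 3 (0.0722), and for prp-9 by DESeq2 (adjusted p = 0.155), with only all-zero genes removed (0.168), with a replicate block (0.0763), without ribosomal RNA genes (0.0544) and without control replicate 1 (0.125), control replicate 2 (0.135), control replicate 3 (0.0989), krill oil replicate 1 (0.0532), krill oil replicate 2 (0.103) or krill oil replicate 3 (0.0932).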

Interestingly, there was a strong functional enrichment for genes regulated by the transcription factors *cebp-1* (1.174e-22), *ceh-48* (5.53e-33), *efl-1* (1.649e-12), *ceh-28* (1.676e-11) (Figure 5B). 

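These transcription factors' own mRNAs were measured in the same PD libraries. At day 1, cebp-1, on chromosome X from 1452695 to 1453868, had a log2 fold change of -0.03 (standard error 0.115, adjusted p = 0.922), ceh-48, on chromosome IV from 6812108 to 6815607, a log2 fold change of 0.35 (standard error 0.220, adjusted p = 0.366), and efl-1, on chromosome V from 16958590 to 16965675, a log2 fold change of 0.06 (standard error 0.0591, adjusted p = 0.583). The levels of cebp-1 were 7.54 ± 0.589 CPM with krill oil and 7.835 ± 0.712 CPM in controls at that age (SD, n = 3). At day 3, cebp-1 rose with a log2 fold change of 0.39 (standard error 0.0840, adjusted p = 0.00268), a call lost with all 36 libraries in one fit (adjusted p = 0.126). At the same age ceh-48 rose with a log2 fold change of 0.40 (standard error 0.133, adjusted p = 0.0315), a call lost by DESeq2 (adjusted p = 0.12), with a replicate block (0.0666), with all 36 libraries in one fit (0.143) and without control replicate 2 (0.0846), control replicate 3 (0.0961), krill oil replicate 2 (0.1) or krill oil replicate 3 (0.113), and efl-1 fell with a log2 fold change of -0.09 (standard error 0.0323, adjusted p = 0.0339), a call lost by DESeq2 (adjusted p = 0.136), with only all-zero genes removed (0.0749), with a replicate block (0.0546), with all 36 libraries in one fit (0.216) and without control replicate 1 (0.0918), control replicate 2 (0.0906), control replicate 3 (0.05), krill oil replicate 2 (0.104) or krill oil replicate 3 (0.0942). At day 6, cebp-1 had a log2 fold change of 0.36 (standard error 0.140, adjusted p = 0.0697) and passes with only all-zero genes removed (adjusted p = 0.0414), with a replicate block (0.0343) and without krill oil replicate 3 (0.0133). At day 6, ceh-48 rose from 0.936 ± 0.170 CPM in controls to 1.91 ± 0.281 CPM with krill oil, a log2 fold change of 1.05 (standard error 0.228, adjusted p = 0.00653). At the same age efl-1 fell, with a log2 fold change of -0.27 (standard error 0.0807, adjusted p = 0.0254), a call lost without control replicate 1 (adjusted p = 0.0764) or control replicate 3 (adjusted p = 0.0785). ceh-28, on chromosome X from 13074673 to 13076092, had too few counts to be tested.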

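At day 1 in PD animals, the dopamine receptor gene dop-4, on chromosome X from 1295253 to 1298830, fell from 4.84 ± 0.795 CPM in controls to 1.39 ± 0.337 CPM with krill oil (SD, n = 3), a log2 fold change of -1.75 (standard error 0.206, adjusted p = 0.000209). The synaptic vesicle priming gene unc-13, on chromosome I from 7422785 to 7454116, had a log2 fold change of -0.57 (standard error 0.0739, adjusted p = 0.000403), and the acetylcholinesterase gene ace-2, on chromosome I from 3301368 to 3307935, a log2 fold change of -0.56 (standard error 0.0899, adjusted p = 0.00153). These were the genes that fell among 58 of synaptic transmission, where syd-2 rose (3 fell and 0 rose adjusted over the list alone). Of 82 neuropeptide genes, 10 fell and flp-6 rose (9 and 1 adjusted over the list alone, median log2 fold change -0.24, adjusted p = 0.00538 by camera, and adjusted p = 0.556 with an estimated correlation). Muscle genes fell alongside, 15 of 18 in body wall muscle and 6 of 7 in pharyngeal muscle. The myosin heavy chain gene myo-3, on chromosome V from 12226817 to 12234343, fell with a log2 fold change of -0.91 (standard error 0.0586, adjusted p = 1.78e-06). For the synaptic list camera gave adjusted p = 0.0506, and it passes with only all-zero genes removed (adjusted p = 0.00894) and without control replicate 2 (0.0469), control replicate 3 (0.0308) or krill oil replicate 1 (0.0284). The rise of syd-2 is lost without control replicate 1 (adjusted p = 0.123), control replicate 2 (0.0853), control replicate 3 (0.151) or krill oil replicate 1 (0.141).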

Modules downregulated in day 1 animals (red, pink, dark grey) were enriched for biological processes related to ion transport across membranes, synaptic signaling, and transmission. Functional enrichment was found for mitochondrial unfolded response (UPR). 

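Among 18 genes of the endoplasmic reticulum unfolded protein response, atf-4 and xbp-1 fell with krill oil in PD animals at day 1 and the rest did not pass (2 fell adjusted over the list alone). Both encode transcription factors of stress responses. atf-4, on chromosome X from 14809156 to 14810810, fell from 98.35 ± 4.83 CPM in controls to 46.0 ± 4.89 CPM with krill oil (SD, n = 3), a log2 fold change of -1.07 (standard error 0.0714, adjusted p = 2.35e-06). The fall of xbp-1 was a log2 fold change of -0.31 (standard error 0.0403, adjusted p = 0.000392). Camera gave adjusted p = 0.16 for this list, which passes with only all-zero genes removed (adjusted p = 0.0343). Of 16 cytosolic heat shock protein genes, F44E5.4 and hsp-16.41 rose and hsp-17, hsp-12.3 and sip-1 fell (2 and 3 adjusted over the list alone, camera adjusted p = 0.925). By DESeq2 0 of 17 rose, and 3 were higher by edgeR at an unadjusted p under 0.05. F44E5.4, hsp-16.41, hsp-17, hsp-12.3 and sip-1 were named after their values were seen. Of 75 molting and larval cuticle genes, 13 rose and 6 fell at this age.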

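Of 16 SKN-1 reporter target genes, gst-13 and F20D6.11 rose with krill oil in PD animals at day 1 and 14 did not pass (2 rose adjusted over the list alone, camera adjusted p = 0.323). The glutathione S-transferase gene gst-13, on chromosome II from 9231457 to 9232344, rose with a log2 fold change of 0.63 (standard error 0.0856, adjusted p = 0.000503). F20D6.11, on chromosome V from 8196774 to 8199094, had a log2 fold change of 0.46 (standard error 0.0807, adjusted p = 0.00277), and gst-4, on chromosome IV from 10142225 to 10143099, a log2 fold change of 0.31 (standard error 0.147, adjusted p = 0.206). The mRNA of skn-1 itself was at 229 ± 10.5 CPM with krill oil and 239 ± 6.97 CPM in controls at day 1 (SD, n = 3), a log2 fold change of -0.04 (standard error 0.0449, adjusted p = 0.676). That of elt-3, on chromosome X from 13934874 to 13941216, had a log2 fold change of -0.14 (standard error 0.0924, adjusted p = 0.383) at day 1. It fell at day 3, with a log2 fold change of -0.30 (standard error 0.0808, adjusted p = 0.0112), and rose at day 6, with a log2 fold change of 0.71 (standard error 0.167, adjusted p = 0.00949). The call at day 3 is lost with all 36 libraries in one fit (adjusted p = 0.077) and without control replicate 1 (0.0599).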

Two transcription factors *elt-3* (9.006e-06) and *skn-1* (1.713e-02) were found as upstream regulators (Figure 5C). 

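At day 3 in PD animals, 6 of 44 genes of neuron differentiation and axon guidance rose with krill oil and ceh-36, vab-1, hlh-2, unc-51 and cnd-1 fell (6 and 5 adjusted over the list alone, camera adjusted p = 0.929). The neuronal ankyrin gene unc-44, on chromosome IV from 5975557 to 6004857, rose with a log2 fold change of 0.30 (standard error 0.0349, adjusted p = 2.86e-05). nid-1, which encodes the basement membrane protein nidogen and lies on chromosome V from 12910107 to 12917221, had a log2 fold change of 0.27 (standard error 0.0367, adjusted p = 9.74e-05), and the cadherin gene fmi-1, on chromosome V from 13019061 to 13033401, a log2 fold change of 0.37 (standard error 0.0657, adjusted p = 0.000779). The homeobox gene ceh-36, on chromosome X from 14183221 to 14186566, fell from 4.11 ± 0.800 CPM in controls to 1.98 ± 0.189 CPM with krill oil (SD, n = 3), a log2 fold change of -1.05 (standard error 0.163, adjusted p = 0.000293). The sex determination gene tra-1, on chromosome III from 11170890 to 11195201, fell from 193 ± 3.45 CPM in controls to 176.5 ± 4.29 CPM with krill oil (SD, n = 3), a log2 fold change of -0.13 (standard error 0.0276, adjusted p = 0.00231). The call for tra-1 is lost with all 36 libraries in one fit (adjusted p = 0.0837), and that for fmi-1 in the same fit (0.244). Of 7 pharyngeal muscle genes, myo-1, myo-2, myo-5 and tnt-4 rose in this comparison.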

Enriched biological processes in modules with trajectories upregulated in day 3 animals (blue, tan, cyan, light cyan, violet, dark magenta, sienna) included neuron differentiation, cell communication, and cell projection organization. *tra-1* (1.822e-03) was identified as an upstream regulator of these gene sets (Figure 5D). 

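At day 6 in PD animals, 70 of 190 innate immune effector genes rose with krill oil and 37 fell (74 and 38 adjusted over the list alone, camera adjusted p = 0.364). The rise of spp-9, a saposin-like gene, was from 6.22 ± 0.830 CPM in controls to 57.3 ± 5.55 CPM with krill oil (SD, n = 3), a log2 fold change of 3.24 (standard error 0.120, adjusted p = 7.21e-07). The C-type lectin gene clec-85, on chromosome IV from 2850886 to 2855456, fell from 31.6 ± 2.33 CPM in controls to 7.09 ± 0.565 CPM with krill oil (SD, n = 3), a log2 fold change of -2.12 (standard error 0.107, adjusted p = 5.8e-06). Of 27 genes of the intracellular pathogen response, 16 rose and the rest did not pass (17 adjusted over the list alone, median log2 fold change 0.89, adjusted p = 0.0136 by camera, and adjusted p = 0.556 with an estimated correlation), a call lost with a replicate block (adjusted p = 0.0675). In that list pals-14, on chromosome I from 13139122 to 13141898, had a log2 fold change of 2.41 (standard error 0.377, adjusted p = 0.00111). Of 18 genes of the endoplasmic reticulum unfolded protein response, pdi-2, dnj-7, hsp-3, atf-4 and pdi-6 rose and sel-11 and ire-1 fell (5 and 2 adjusted over the list alone, 5 lower by DESeq2, camera adjusted p = 0.713). The protein disulfide isomerase gene pdi-2, on chromosome X from 4524155 to 4526536, which also acts on collagens, had a log2 fold change of 0.68 (standard error 0.108, adjusted p = 0.0012). Of 111 collagen genes in this comparison, col-95 and col-183 fell, 8 did not pass and the rest rose.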

Finally, trajectories upregulated in day 6 animals were dominated by biological processes related to immunity and defense, as well as protein metabolism (Figure 5E). 

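In PD animals at day 6, the mRNA of the nuclear receptor gene nhr-6, on chromosome III from 3573581 to 3578771, fell from 5.50 ± 0.594 CPM in controls to 3.65 ± 0.298 CPM with krill oil (SD, n = 3), a log2 fold change of -0.56 (standard error 0.143, adjusted p = 0.0141). This call is lost without control replicate 1 (adjusted p = 0.0592). The mRNA of hlh-30, on chromosome IV from 4014793 to 4034951, whose product regulates autophagy and lysosomal genes, was at 68.05 ± 7.18 CPM with krill oil and 65.9 ± 2.08 CPM in controls, a log2 fold change of 0.08 (standard error 0.0845, adjusted p = 0.473). At day 3 hlh-30 fell, with a log2 fold change of -0.18 (standard error 0.0425, adjusted p = 0.0049), a call lost when all 36 libraries are fitted together (adjusted p = 0.195).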

Upstream regulators included *nhr-6* (4.79e-08) and *hlh-30* (3.71e-05). Thus, krill oil modulated separate gene expression programs in different stages of adulthood.

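Genes of lipid metabolism changed at every age in PD animals with krill oil. At day 1, 12 of 21 genes of fatty acid synthesis and desaturation fell and fat-1 and fat-3 rose (14 and 2 adjusted over the list alone), and at day 3, 12 fell and fat-5, fasn-1, elo-4 and elo-9 rose (12 and 4 adjusted over the list alone). The fatty acid elongase gene elo-2, on chromosome IV from 17466062 to 17467408, fell at day 1 from 171 ± 3.13 CPM in controls to 34.6 ± 5.97 CPM with krill oil (SD, n = 3), a log2 fold change of -2.28 (standard error 0.0906, adjusted p = 6.6e-08). Of 17 genes of phosphatidylcholine synthesis, 9 fell at day 1 and 10 at day 3, when cka-2 and ckb-1 rose (12 and 11 fell adjusted over the list alone). At day 3, 2 were higher by edgeR at an unadjusted p under 0.05 and 0 rose by DESeq2. The phosphoethanolamine methyltransferase gene pmt-2, on chromosome V from 4628580 to 4635263, fell at day 1 from 375 ± 26.2 CPM in controls to 103 ± 14.5 CPM with krill oil (SD, n = 3), a log2 fold change of -1.84 (standard error 0.0880, adjusted p = 1.97e-07), and pmt-1, on chromosome II from 5278090 to 5282523, had a log2 fold change of -1.40 (standard error 0.0601, adjusted p = 1.09e-07). Other markers fell in the same day 1 comparison. By DESeq2, 16 of 63 sperm genes, 15 of 18 body wall muscle genes and 6 of 7 pharyngeal muscle genes fell, and 0 rose in each. For fatty acid synthesis camera gave adjusted p = 3.14e-36 at day 1 (adjusted p = 0.0408 with an estimated correlation) and 0.000318 at day 3 (adjusted p = 0.449 with an estimated correlation). At day 6, 6 of its genes rose and fat-7, fat-6, fat-2, pod-2 and fat-4 fell (6 and 5 adjusted over the list alone, and 4 and 6 of 23 by DESeq2). Camera called the list lower at day 6 (adjusted p = 0.0233, and adjusted p = 0.373 with an estimated correlation) although its median log2 fold change was 0.01, a call lost with a replicate block (adjusted p = 0.0788). For phosphatidylcholine synthesis camera gave adjusted p = 3.61e-19 at day 1 (adjusted p = 0.0972 with an estimated correlation) and 1.04e-05 at day 3 (adjusted p = 0.449 with an estimated correlation). At day 6, 7 of its 17 genes rose and ahcy-1 fell with an adjusted p of 0.0498 (7 and 1 adjusted over the list alone, 4 and 4 by DESeq2, camera adjusted p = 0.87), with a median log2 fold change of 0.23. The effect of krill oil differed between day 6 and day 1 by edgeR's interaction test and by an absolute log2 difference above 1 for 2414 genes, more positive at day 6 for 2086 and at day 1 for 328. At any difference these were 3517 and 3178 genes (3128 and 3359 by DESeq2, and 3397 and 3585 with RLE factors). Among 22 genes of fatty acid synthesis, the effect was more positive at day 6 for 12 and at day 1 for 2 at any difference (adjusted p = 6.92e-07 by camera, and adjusted p = 0.0154 with an estimated correlation). Both values were adjusted over the lists of this interaction alone, a smaller family than that of krill oil against control. From the processes and transcription factors enriched in modules of genes with different trajectories (Fig. 5B–5E), the paper concludes that krill oil acted on separate programs of gene expression at different stages of adulthood.

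**Figure D2:**
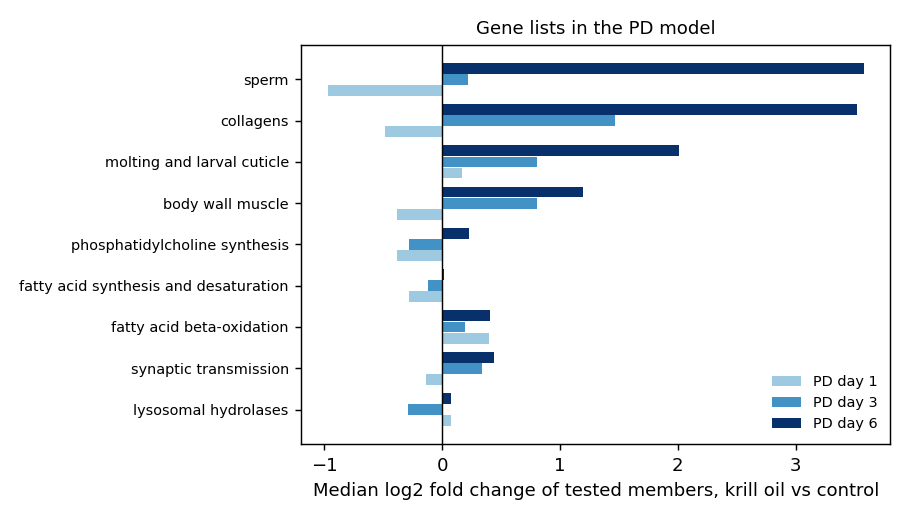
Median log2 fold change of 9 gene lists between krill oil and control in PD animals at adult day 1, 3 and 6, with bars that start at 0. Phosphatidylcholine synthesis is below 0 at day 1 and day 3 (-0.38 and -0.28), beta-oxidation is above 0 at every age (0.40, 0.19 and 0.40), and collagens go from -0.49 at day 1 to 1.47 at day 3 and 3.52 at day 6.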

### Global gene expression changes induced by krill oil promote neuron survival

The gene expression signature in young adults appeared to reflect modulation of biological processes and transcription factors know to promote healthy aging. To test whether these changes in gene expression is indeed attenuating DA neuron degeneration in old animals, we scored the dopaminergic neuron survival after RNAi mediated knock-down (Figure 6A and 6B). 

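In PD animals at day 6, skn-1, on chromosome IV from 5651039 to 5660384, fell from 276.5 ± 2.64 CPM in controls to 236 ± 15.9 CPM with krill oil (SD, n = 3), a log2 fold change of -0.19 (standard error 0.0596, adjusted p = 0.0304). The change in lmd-3, on chromosome V from 8415648 to 8444806, was from 328.5 ± 7.01 CPM to 272 ± 26.8 CPM, a log2 fold change of -0.24 (standard error 0.0715, adjusted p = 0.0265). The level of hmg-5, on chromosome IV from 7644895 to 7646219, fell from 60.7 ± 0.749 CPM to 51.8 ± 3.73 CPM, a log2 fold change of -0.20 (standard error 0.0691, adjusted p = 0.049). At day 3, lmd-3 also fell, with a log2 fold change of -0.19 (standard error 0.0254, adjusted p = 8.08e-05), while skn-1 had a log2 fold change of -0.04 (standard error 0.0272, adjusted p = 0.3) and hmg-5 a log2 fold change of 0.04 (standard error 0.0492, adjusted p = 0.521). The call for skn-1 at day 6 is lost without control replicate 1 (adjusted p = 0.0817) or control replicate 3 (0.108), and that for lmd-3 without control replicate 1 (0.0647) or control replicate 3 (0.0774). That for hmg-5 is lost without control replicate 1 (0.115), control replicate 2 (0.0766) or control replicate 3 (0.132), and with a replicate block (0.0658). By DESeq2 at day 6, 32 of 35 oocyte and eggshell genes and 22 of 30 germline and meiosis genes fell and 0 rose. At an unadjusted p under 0.05 by edgeR, 28 and 19 of them fell. Whether skn-1, lmd-3 and hmg-5 fell apart from such a shift was not tested.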

Depletion of the central oxidative stress regulator SKN-1, which was downregulated in the krill oil treated animals (Figure 5C), the oxidative stress regulator LMD-3, and mitochondrial transcription factor HMG-5, led to abrogation of the neuroprotective effect of krill oil in the PD strain (Figure 6A). However, depletion of JNK-1, which was strongly upregulated in day 3 and 6 old animals, had no effect (Figure 6A). 

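The kinase gene jnk-1, on chromosome IV from 6957641 to 6963719, rose with krill oil in PD animals at day 3 and day 6. At day 3 it went from 2.76 ± 0.203 CPM in controls to 4.32 ± 0.369 CPM with krill oil (SD, n = 3), a log2 fold change of 0.65 (standard error 0.123, adjusted p = 0.00122). The rise at day 6 was from 1.35 ± 0.196 CPM to 2.43 ± 0.188 CPM, a log2 fold change of 0.88 (standard error 0.190, adjusted p = 0.00643). At day 1 jnk-1 was at 1.995 ± 0.505 CPM with krill oil and 2.36 ± 0.176 CPM in controls, a log2 fold change of -0.20 (standard error 0.203, adjusted p = 0.604). In wild type animals at day 6 it fell, with a log2 fold change of -1.19 (standard error 0.137, adjusted p = 6.49e-06), and by edgeR's interaction test the effect at day 6 differed between the strains by a log2 value of 2.05 (standard error 0.217, adjusted p = 4.59e-06). At day 6 wild type animals stood at 5.10 ± 0.273 CPM in controls and 2.27 ± 0.335 CPM with krill oil. Wild type controls stood at 2.40 ± 0.368 CPM at day 1 and 2.50 ± 0.345 CPM at day 3. The krill oil groups of the 2 strains were thus near in level at day 6, and it was the controls that stood apart.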

Upon depletion of *cnnm-3*, *pbo-2* and *rim-1* (human homologs of *CNNM3*, *PLCB4* and *RIMS1,* respectively), the neuroprotective effect of krill oil was abolished in the PD strain, while no effect was seen in the wild type background. Thus, this supports that krill oil induces changes in expression of several genes that directly promote DA neuron survival (Figure 6A and 6B).

**Figure 6:**
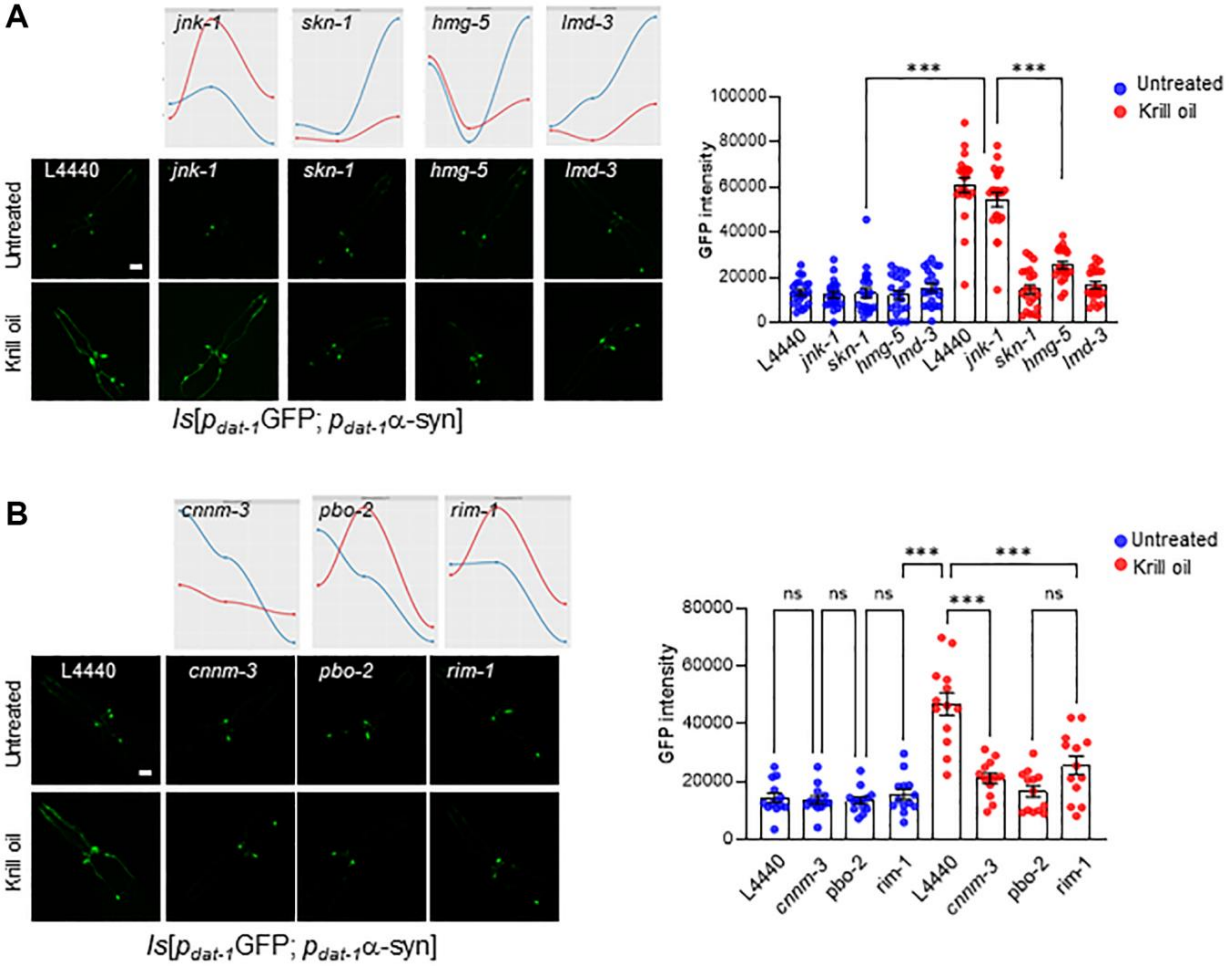
**Gene expression rewiring promotes dopaminergic neuron survival during aging.** (**A**) Representative images of the head region of PD animals at day 6 adulthood in control and krill oil treated animals following knockdown of *jnk-1*, *skn-1*, *hmg-5* and *lmd-3* by RNAi, Scale bar, 20 μm. Time series plot for same genes are show on top. The scatter dot plots represent GFP intensity of the CEPs dopaminergic neurons in day 6 PD nematodes following knockdown of *jnk-1*, *skn-1*, *hmg-5* and *lmd-3* (*n* = 20 individuals; Error bars, s.e.m; ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**B**) representative images and scatter dot plots represents intensity of the dopaminergic neurons after depleting *cnnm-3*, *pbo-2* and *rim-1* in PD animals (*n* = 14 individuals, Scale bar, 20 μm Error bars, s.e.m; ^***^p < 0.001; one-way ANOVA followed by Bonferroni’s multiple comparison test), co-related with time series plot for same genes.

### Krill oil improves dopamine dependent cognition in *C. elegans*

To assess whether increased DA neuron survival and modulation of gene expression programs is accompanied by improved DA function, we measured dopamine dependent chemosensory cognition [41]. We found that krill oil-fed PD animals showed significant improvement of chemotaxis-associated learning capacity (Figure 7A). DA neurons regulate pharyngeal pumping [42], and the observation that krill oil fed PD animals displayed improved pharyngeal pumping, which is a commonly accepted healthspan metric in *C. elegans* (Figure 7B). Notably, wild type animals showed no significant benefit with respect to pharyngeal pumping nor cognition improvement (Figure 7A and 7B). Thus, krill oil improves dopamine dependent behaviors and cognition in *C. elegans*. To ask whether the neuroprotective effect might be relevant for other neurodegenerative diseases, we tested short-term associated memory in the *C. elegans* Alzheimer’s disease (AD) models [43]. A series of AD strains were used, including worms harboring neuronal Aβ pathology (CL2355), neuronal Tau pathology (BR5270 and CK12), as well as worms bearing both pathologies (UM0001) [44]. The chemotaxis-based memory-liked scores were improved in all AD worm strains fed with krill oil (Supplementary Figure 5A). The effect on senescence was assessed in a strain expressing Tau protein pan-neuronally (BR5270) [44], whereby animals fed with krill oil showed a 30 percent reduction in positive β-gal staining (Supplementary Figure 5B and 5C).

**Figure 7:**
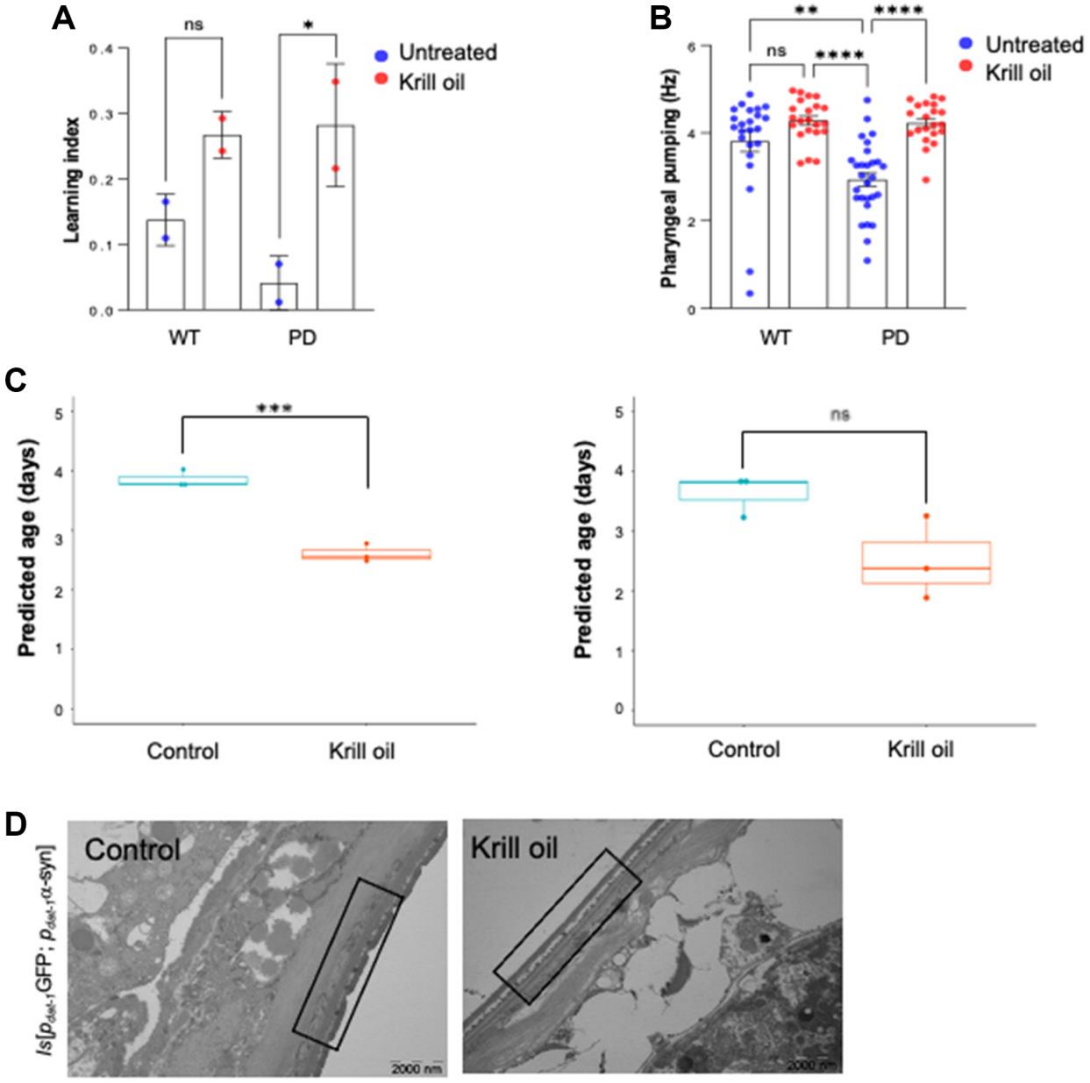
**Krill oil improves healthspan.** (**A**) The learning index was calculated from a positive association with butanone in wild type and PD animals at adult day 6 (*n* = 150 individuals, two independent experiments, error bars, s.e.m; NS, ^*^p < 0.05; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**B**) Quantification of pharyngeal pumping frequency (Hz) monitored in wild type and PD animals using the NemaMetrix screenchip based assay. The column scatter plot represents pharyngeal pumping frequency of adult day 3 animals (*n* = 15–20 individuals, Error bars, s.e.m NS and ^**^P ≤ 0.001, ^****^p < 0.0001; one-way ANOVA followed by Bonferroni’s multiple comparison test). (**C**) Predicted biological age of wild type and PD animals in response to krill oil using BiTAge calculator. (**D**) TEM image of day 9 old in PD animals, boxed area represents the cuticle (scale bar 2000 nm).

As aging is the main risk factor for PD, and many transcription factors known to affect lifespan in *C. elegans* emerged as regulators of the modules that associated with DA neuron survival, OCR, and motility, we were interested to test whether krill oil might modulate biological age estimates. 

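With age, genes of muscle and of energy metabolism fell in PD controls. From day 1 to day 6, 18 of 18 body wall muscle genes fell in controls, with a median log2 fold change of -1.93 (adjusted p = 1.16e-37 by camera, and adjusted p = 0.0324 with an estimated correlation), and 13 fell and 2 rose with krill oil, with a median of -0.37. Of 52 nuclear-encoded respiratory chain genes, 45 fell in controls (adjusted p = 2.44e-10 by camera, and adjusted p = 0.0324 with an estimated correlation) and 33 with krill oil. Counts of members that passed in each diet do not test a difference between the diets. Of 20 vacuolar ATPase genes, 18 fell in controls (adjusted p = 4.27e-17 by camera, and adjusted p = 0.0324 with an estimated correlation), and so did 77 of 79 cytosolic ribosomal protein genes. An axis of age was made from the difference in log2 CPM between the day 6 and day 1 means of the other strain's controls, over the genes called in that comparison, scaled so that those means stand at 1 and 6. PD animals at day 6 stood at 3.72 ± 0.201 with krill oil and 3.23 ± 0.0755 in controls (SD, n = 3), a difference of 0.494 over 3598 genes (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Wild type animals at day 6 stood at 4.30 ± 0.0743 with krill oil and 4.51 ± 0.0559 in controls (SD, n = 3), a difference of -0.206 over 2557 genes (exact permutation test, two-sided, p = 0.1). The PD groups stood higher at day 3 than at day 6, at 4.50 ± 0.0163 with krill oil and 3.90 ± 0.187 in controls (SD, n = 3), so position on this axis does not follow age from day 3 to day 6 in PD animals. The wild type difference is 0.042 over all genes tested, 0.186 without the stage and germline lists and 0.25 on binarized values. The axis for PD animals rests on wild type controls, whose molting list stood at 1.88 ± 0.0112 log2 CPM at day 6, against 0.137 ± 0.138 log2 CPM in PD controls.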

Using the BiTAge calculator [33] krill oil appeared to significantly reduce the predicted biological age of day 6 old adults (Figure 7C). Finally, electron microscopy confirmed the younger appearance (Figure 7D), which is consistent with the improved healthspan.

## DISCUSSION

As aging has proved to be modifiable, there is a quest to identify anti-aging interventions [45]. Via genetic and pharmaceutical approaches, a variety of aging phenotypes can be significantly ameliorated, leading to extended lifespan and longer healthspan [43, 45, 46]. The possibility to reduce the burden of the major neurodegenerative diseases by counteracting aging, the most important risk factor of these diseases, gives a strong motivation to find novel healthspan interventions.

Krill oil has been shown to have neuroprotective properties in cells and rodent models [9, 12]. The underlying mechanisms have mainly been proposed to be via suppression of microglial activation, neuroinflammation, and oxidative stress [9]. However, studies evaluating how krill oil affects neuronal health through a natural life course is lacking. Here, we show that krill oil effectively protects DA neurons from age-related degeneration and reduces α-SYN aggregation in a *C. elegans* PD model. Consistently, krill oil improved dopamine dependent cognition and behavior, such as basal slowing response and pharyngeal pumping, in old PD animals.

Moreover, we uncovered that krill oil attenuates age-related neurodegeneration through rewiring of gene expression programs. Longitudinal analyses of global gene expression changes were used to identify gene sets that correlated with improvement of phenotypic read-outs, such as DA neuron survival. Functional enrichment of immunity and stress response pathways reflected a general anti-inflammatory effect of krill oil, exemplified with regulation of SKN-1, a master regulator of oxidative stress responses in *C. elegans* [47]. 

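Of 16 SKN-1 reporter target genes tested in PD animals at day 3, 7 rose with krill oil and gst-20 and dhs-8 fell (7 and 2 adjusted over the list alone, 1 lower by DESeq2, adjusted p = 0.0391 by camera, and adjusted p = 0.502 with an estimated correlation). Of 15 tested at day 6, 7 rose and the rest did not pass (8 adjusted over the list alone, adjusted p = 0.0377 by camera, and adjusted p = 0.556 with an estimated correlation). The glutathione S-transferase gene gst-4 rose at day 3 from 5.36 ± 0.558 CPM in controls to 14.2 ± 1.44 CPM with krill oil (SD, n = 3), a log2 fold change of 1.40 (standard error 0.105, adjusted p = 5.58e-07). Its relative gst-10, on chromosome V from 2561690 to 2564645, rose at day 6 from 7.21 ± 0.425 CPM in controls to 17.25 ± 5.06 CPM with krill oil (SD, n = 3), a log2 fold change of 1.29 (standard error 0.191, adjusted p = 0.000827). Of 33 glutathione S-transferase genes tested at day 6, 18 rose and gst-24 fell (18 and 1 adjusted over the list alone, 10 of 46 higher by DESeq2, adjusted p = 0.0125 by camera, and adjusted p = 0.595 with an estimated correlation). Of 32 antioxidant enzyme genes at day 1, gpx-1, mtl-1, mtl-2, ctl-1 and ctl-2 rose and msra-1, sod-1, sod-3, gpx-3 and gpx-7 fell (6 and 8 adjusted over the list alone). Camera gave adjusted p = 0.138, and the list passes with only all-zero genes removed (adjusted p = 0.0226). The superoxide dismutase gene sod-1, on chromosome II from 6972706 to 6973887, had a log2 fold change of -0.31 (standard error 0.0414, adjusted p = 0.000438). The camera call for SKN-1 targets at day 3 is lost without control replicate 2 (adjusted p = 0.0541) or krill oil replicate 1 (0.0575), that at day 6 with a replicate block (adjusted p = 0.0832) and without control replicate 1 (0.0871), control replicate 2 (0.0772) or krill oil replicate 3 (0.118), and that for glutathione S-transferases without control replicate 1 (0.0747). Molting and larval cuticle genes had a median log2 fold change of 2.01 at day 6.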

During conditions of oxidative stress, e.g., induced by mitochondrial dysfunction, SKN-1 is imported to nuclei, where it activates a coordinated transcription response [48, 49]. Interestingly, the gradual upregulation of *skn-1* expression with age was to a large extent abrogated in krill oil treated animals. 

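In PD controls, skn-1 rose between day 1 and day 6, with a log2 change of 0.27 (standard error 0.0460, adjusted p = 6.09e-05), and stood at day 3 at 236 ± 2.78 CPM (SD, n = 3). With krill oil the log2 change of skn-1 between the same ages was 0.08 (standard error 0.0462, adjusted p = 0.184), with 230.0 ± 6.97 CPM at day 3. The change with age differed between the diets by -0.19 (standard error 0.0652, adjusted p = 0.0256) on the log2 scale, by edgeR's interaction test. In wild type animals skn-1 rose with krill oil at day 6, with a log2 fold change of 0.10 (standard error 0.0393, adjusted p = 0.0449). By DESeq2 at day 6, 32 of 35 oocyte and eggshell genes fell in PD animals and 0 rose. In wild type animals 33 of 35 rose and 0 fell. No test set the change of skn-1 apart from theirs.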

Functional enrichment of SKN-1 regulated genes among the downregulated DEGs already in day 1 adults perhaps reflecting the potent antioxidant potential of astaxanthin. Similarly, LMD-3, an outer-mitochondrial membrane component involved in relaying the healthspan promoting effects of mild mitochondrial functions [20], had a similar trajectory as SKN-1. 

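In PD controls, lmd-3 rose between day 1 and day 6, from 262 ± 9.03 CPM (SD, n = 3), with a log2 change of 0.38 (standard error 0.0531, adjusted p = 5.15e-06). With krill oil its level was 255.5 ± 10.5 CPM at day 1 and 250.4 ± 3.44 CPM at day 3, and the log2 change from day 1 to day 6 was 0.12 (standard error 0.0533, adjusted p = 0.0674). The difference between these changes with age was -0.26 (standard error 0.0752, adjusted p = 0.00992) by edgeR's interaction test. For hmg-5 the same test gave -0.26 (standard error 0.0827, adjusted p = 0.0185). Oocyte and germline genes also fell with krill oil in PD animals at day 6, and no test set lmd-3 and hmg-5 apart from them.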

The role for SKN-1 in maintaining healthspan [48] and DA neuron survival upon oxidative stress and mild mitochondrial dysfunction [50, 51] are well described. Our data suggest that SKN-1 expression is tuned to a lower set-level in krill oil treated animals, perhaps reflecting a coordinated response to avoid pathogenic ROS signaling. Downregulation of SKN-1 - regulated genes were also consistent with functional data confirming that krill oil improves mitochondrial function. 

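Genes of fatty acid beta-oxidation were higher with krill oil in PD animals at every age, with 23 of 41 higher and 6 lower at day 1, 23 of 42 higher and 6 lower at day 3, and 27 of 43 higher and hacd-1, ech-7 and acdh-1 lower at day 6 (23, 24 and 29 higher adjusted over the list alone). The carnitine palmitoyltransferase gene cpt-5, on chromosome V from 13873195 to 13875888, rose at day 1 from 21.0 ± 0.881 CPM in controls to 99.4 ± 15.4 CPM with krill oil (SD, n = 3), a log2 fold change of 2.27 (standard error 0.103, adjusted p = 1.39e-07). The acyl-CoA dehydrogenase gene acdh-2, on chromosome II from 5544778 to 5547492, rose at day 6 from 0.8935 ± 0.249 CPM in controls to 11.2 ± 3.64 CPM with krill oil (SD, n = 3), a log2 fold change of 3.65 (standard error 0.295, adjusted p = 4.52e-05). For this list camera gave adjusted p = 0.000328, 0.0215 and 2.3e-06 at day 1, 3 and 6 (adjusted p = 0.556, 0.631 and 0.373 with an estimated correlation), and the call at day 3 is lost without krill oil replicate 1 (adjusted p = 0.12). At that age the mean level of molting and larval cuticle genes was 2.04 ± 0.0341 log2 CPM with krill oil and 1.23 ± 0.156 log2 CPM in controls.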

Consistently, genes regulated by krill oil were also functionally enriched for a wide array of metabolic processes. This is in line with a previous metabolomic analysis of *C. elegans* supplemented with krill oil, albeit from a different source than used in the present study [14]. 

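At day 1 in PD animals, 13 of 39 genes of amino acid metabolism fell with krill oil and asns-2 rose (16 and 3 adjusted over the list alone, and 2 rose by DESeq2), with a median log2 fold change of -0.10 (adjusted p = 1.19e-06 by camera, and adjusted p = 0.352 with an estimated correlation). At day 6, 24 of 40 rose and gln-5 and gln-6 fell (26 and 3 adjusted over the list alone), with a median log2 fold change of 0.31 (adjusted p = 0.00111 by camera, and adjusted p = 0.556 with an estimated correlation). The tyrosine aminotransferase gene tatn-1, on chromosome X from 14791008 to 14792984, fell at day 1 from 134 ± 7.08 CPM in controls to 60.8 ± 6.34 CPM with krill oil (SD, n = 3), a log2 fold change of -1.11 (standard error 0.0698, adjusted p = 1.47e-06), and at day 6 it rose, with a log2 fold change of 1.43 (standard error 0.158, adjusted p = 0.000164). The branched-chain aminotransferase gene bcat-1, on chromosome X from 12877480 to 12880328, had a log2 fold change of -0.97 (standard error 0.0557, adjusted p = 7.51e-07) at day 1. The asparagine synthetase gene asns-1, on chromosome V from 8546174 to 8548880, rose at day 6 from 0.640 ± 0.239 CPM in controls to 3.29 ± 0.820 CPM with krill oil (SD, n = 3), a log2 fold change of 2.41 (standard error 0.296, adjusted p = 0.000289). The mean level of sperm genes was -0.981 ± 0.304 log2 CPM with krill oil and -0.331 ± 0.138 log2 CPM in controls at day 1 (SD, n = 3).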

Enrichment for biological processes involved in amino acid metabolism and protein metabolism in our study is consistent with increased levels of amino acids and derivatives (e.g., L-proline and L-phenylalanine) [14].

Interestingly, our data also suggest that krill oil might, in addition to the general oxidative stress related response, have more specific effects on synaptic transmission and neuronal functions. CEH-28, for example, is involved in regulation of synapse organization and neuron differentiation, in particular of cholinergic M4 motor neurons. It is possible that upregulation of CEH-28 responsive genes is related to choline in krill oil. RIM-1 is a positive regulator of cholinergic synaptic transmission in neuromuscular junctions [52]. PBO-2, phospholipase C beta expressed throughout the nervous system [53], facilitates synaptic transmission at neuromuscular junctions [53, 54] by stimulating acetylcholine release [55]. Upregulation of *rim-1* and *pbo-2* expression in day 3 and day 6 old animals is, thus, consistent with improved motoric function with advancing age. 

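The gene symbols rim-1 and pbo-2 are not in the annotation of the counts, and unc-10, the RIM gene of C. elegans, and egl-8, a phospholipase C beta gene, were measured in their place. In PD animals unc-10, on chromosome X from 7272317 to 7280322, rose at day 3 from 11.6 ± 0.356 CPM in controls to 15.2 ± 0.705 CPM with krill oil (SD, n = 3), a log2 fold change of 0.39 (standard error 0.0719, adjusted p = 0.00104). At day 6 unc-10 rose from 5.82 ± 0.492 CPM to 8.45 ± 0.691 CPM, a log2 fold change of 0.57 (standard error 0.127, adjusted p = 0.00712). The level of egl-8, on chromosome V from 20818 to 43704, rose at day 3 from 76.6 ± 2.44 CPM to 83.7 ± 4.20 CPM, a log2 fold change of 0.13 (standard error 0.0397, adjusted p = 0.0241), and at day 6 it had a log2 fold change of 0.11 (standard error 0.0645, adjusted p = 0.221). Between day 1 and day 6, the effect of krill oil differed by 0.63 (standard error 0.125, adjusted p = 0.000706) for unc-10 on the log2 scale, by edgeR's interaction test. The call for egl-8 at day 3 is lost by DESeq2 (adjusted p = 0.0779), with all 36 libraries in one fit (0.0858), and without control replicate 1 (0.0915), control replicate 2 (0.0675), krill oil replicate 1 (0.0785) or krill oil replicate 3 (0.0948).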

The *C. elegans* PD model further confirmed that protection of DA neurons depended on *pbo-2* and *rim-1*. In day 1 adults, genes regulated by the transcription factor CEBP-1 were upregulated. In *C. elegans*, CEBP-1 has been shown to activate a gene expression program that protects axons from degeneration [56]. Genes regulated by NHR-6, a transcription factor expressed in chemosensory neurons found to be important for functional plasticity [57], were enriched in day 6 adults. It is possible that this might be directly related to DA neuron survival, as loss of the mammalian ortholog (NR4A1) exacerbated DA loss in rats [58]. Expression of the NR4A subfamily was downregulated in PD patients [59] and it has been proposed that NR4A affect PD by modulating neuroinflammation [60]. Upregulation of Cyclin M protein 3, CNNM-3, was interesting in this regard, because it encodes a magnesium transporter expressed in hypodermis and rectum that has been shown to function in ROS homeostasis [61]. 

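In PD animals cnnm-3, on chromosome X from 3036427 to 3045847, fell at day 1 from 14.05 ± 0.389 CPM in controls to 10.4 ± 0.168 CPM with krill oil (SD, n = 3), a log2 fold change of -0.40 (standard error 0.0859, adjusted p = 0.00865). At day 3 it was at 11.9 ± 0.577 CPM in controls and 9.77 ± 1.37 CPM with krill oil, a log2 fold change of -0.29 (standard error 0.0992, adjusted p = 0.0342), and at day 6 at 7.455 ± 0.0862 CPM and 8.94 ± 0.873 CPM, a log2 fold change of 0.30 (standard error 0.119, adjusted p = 0.0767). From day 1 to day 6 cnnm-3 fell in controls, with a log2 change of -0.86 (standard error 0.0989, adjusted p = 5.66e-07), while with krill oil the change was -0.19 (adjusted p = 0.135). These changes with age differed by 0.67 (standard error 0.141, adjusted p = 0.00115) by edgeR's interaction test. The call at day 3 is lost by DESeq2 (adjusted p = 0.0708), with a replicate block (0.0536), with all 36 libraries in one fit (0.0699), and without control replicate 1 (0.119), control replicate 3 (0.0571), krill oil replicate 1 (0.113) or krill oil replicate 3 (0.121). At day 6 cnnm-3 passes without krill oil replicate 3 (adjusted p = 0.0378).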

Its requirement for neuronal survival might suggest a systemic contribution to neuroprotection that might resemble the neuroinflammation response and microglial activation in mammalian cells.

Further functional relevance of these gene expression changes was shown by the striking suppression of age-related changes in cellular biomarkers of aging such as age-related loss of mitochondrial membrane potential and function by krill oil in both *C. elegans* and mammalian cells. Similarly, senescence and oxidative stress, as measured through 8-oxoG staining, was suppressed. Thus, it was interesting to see that several known regulators of lifespan appeared as upstream regulators in our RNA sequencing analyses. Genes downregulated in day 1 krill oil fed animals were enriched for ELT-3, which interacts with SKN-1 to activate a coordinated transcription response to oxidative stress [62] and thereby delays aging in *C. elegans* [63]. Similarly, EFL-1, promotes negative regulation of MPK-1 [64, 65]. Genes regulated by TRA-1, which regulates hermaphrodite lifespan and healthspan upstream of the classical lifespan regulating transcription factor DAF-16 [66], were enriched among the genes upregulated in day 3 animals. Together, this makes a strong argument that krill oil achieves neuroprotection by slowing down the aging process. Although not completely comparable formulations, krill oil was previously found to increase *C. elegans* lifespan [14], supporting that the reduction in biological age estimates found in the present study are functionally relevant.

## CONCLUSIONS

We show that krill oil protects DA neurons from age-related degeneration and enhances dopamine-dependent behavior and cognition in *C.elegans* PD models (Figure 8). We show that Krill oil promotes healthy ageing by counteracting many processes that drive aging. Specifically, Krill oil suppresses accumulation of oxidative DNA damage, counteracts loss of mitochondrial membrane potential and function, suppresses senescence, and reduces α-SYN aggregation in old animals. Longitudinal RNA sequencing analyses showed that krill oil rewires global gene expression programs in mid-life and in old animals to attenuate several hallmarks of aging, results in remarkable protection of DA neuron survival in aging animals. Thus, krill oil supplementation might serve as a possible approach for healthy brain aging interventions.

**Figure 8:**
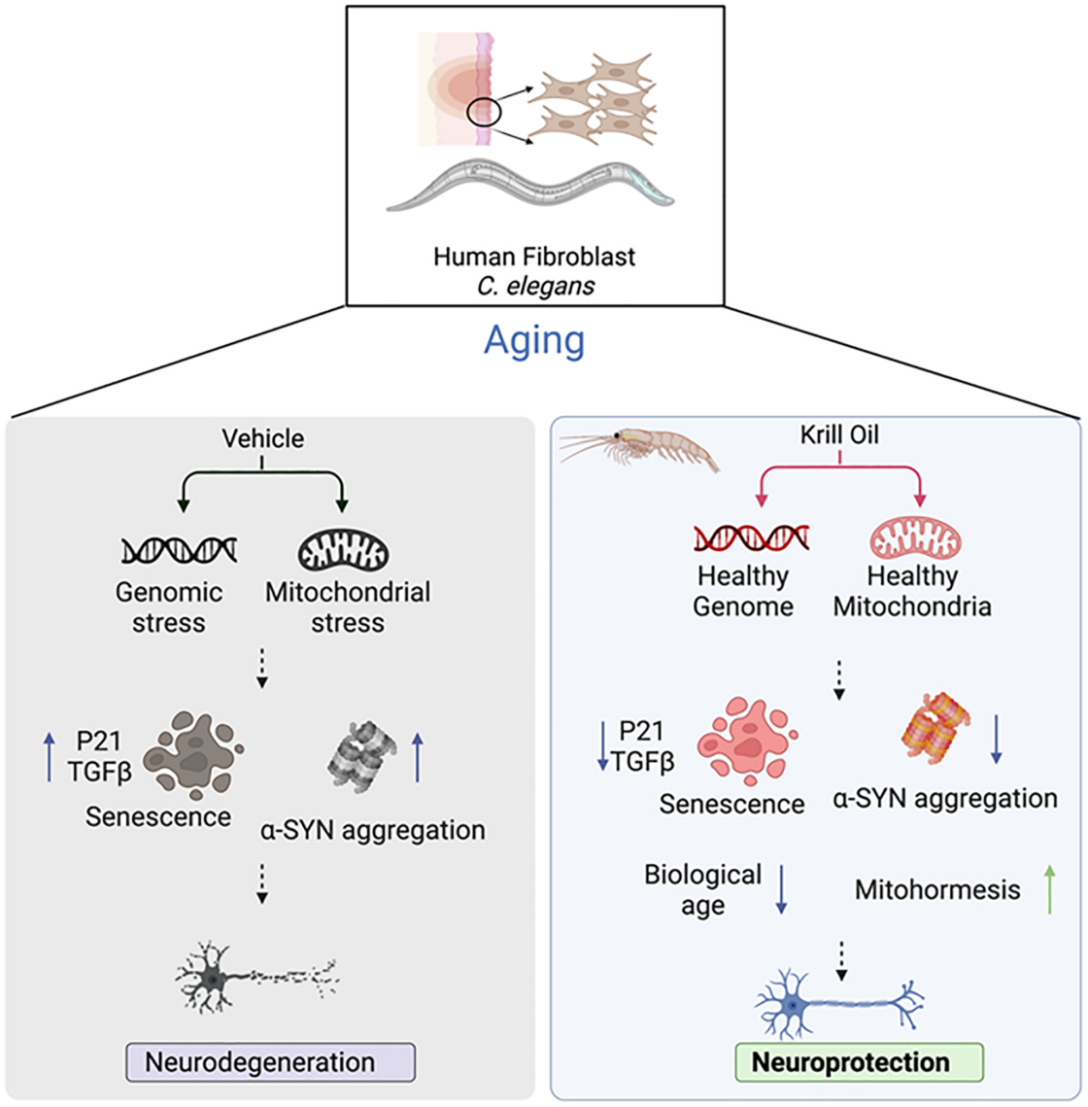
**Krill oil promotes neuron health by suppressing aging hallmarks.** The graphical representation demonstrates the benefit of krill oil and the pathways involved which leads to protection of DA neurons in *C. elegans* and human BJ fibroblast cells. The illustration was generated using https://biorender.com/.

## Supplementary Materials

Supplementary Figures

Supplementary Table 1

# Supplementary material for: Krill oil protects dopaminergic neurons from age-related degeneration through temporal transcriptome rewiring and suppression of several hallmarks of aging
**Source:** Aging (Albany NY). 2022 Nov 9;14(21):8661–87. doi: 10.18632/aging.204375
**Supplement:** Supplementary Table 1

SUPPLEMENTARY TABLE

Supplementary Table 1. List of PCR primer sequences used in mRNA expression analysis.

Gene	Species	Sequence (5'–3')
p21	Human	Forward: GACACCACTGGAGGGTGACT<br>Reverse: CAGGTCCACATGGTCTTCCT
TGF- β	Human	Forward: TACCTGAACCCGTGTTGCTCTC<br>Reverse: GTTGCTGAGGTATCGCCAGGAA

How the deposited data were processed for this re-analysis (not part of the article)

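Whole-worm RNA of wild type animals (strain N2) and PD animals (strain BY273), with and without krill oil at adult day 1, 3 and 6, was measured in 36 libraries, 3 for each of 12 groups. According to the paper, the authors depleted ribosomal RNA, aligned read pairs to WBcel235 with STAR 2.7.10a and removed duplicates by their molecular identifiers. As deposited, each file holds the whole-number counts of 1 library for 46778 gene identifiers, without normalization, and the paper does not name the program that counted reads per gene for these files. For its age prediction alone the paper states that reads were trimmed with fastp 0.23.2 and counted by STAR. Of the identifiers, 46603 were found in annotation release 115 and 43818 have a gene symbol. The symbols pbo-2 and rim-1 matched no gene, COX1 and ND2 were taken as ctc-1 and nduo-2, and ceh-28 had too few counts to be tested.

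Libraries held 16488713 to 34605080 counts. In PD animals the median library of a group held 21478394 to 27689252 counts, and in wild type animals 17472022 to 29726882. The tests were tried on simulated data at these depths with 3 libraries per group, with 200 changed genes per comparison, at a mean of at least 5 CPM. edgeR recovered 95.3% of simulated 1.5-fold changes at PD day 1, 75.0% at PD day 6 and 65.2% in the strain interaction at day 6, and 100% of 4-fold changes in each. Of the genes edgeR called in the simulations, 8.80%, 9.00% and 3.47% were not changed genes, and 11.6%, 13.7% and 8.08% of those DESeq2 called. Pairing of replicate numbers between diets was checked, and correlations of matched replicates were -0.0195 to 0.305, so the tests were not paired.

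All computing was done in R 4.3.3. Genes were filtered by filterByExpr, scaled by TMM and tested with the quasi-likelihood method of edgeR 4.0.16, with each strain and age in its own fit of 3 krill oil against 3 control libraries. Changes with age and their interaction with krill oil were tested in 1 fit of the 18 PD libraries, and the interaction of krill oil with strain in the 12 libraries of each age. A DEG has an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1. Members of gene lists are counted as higher or lower at an adjusted p under 0.05 at any fold change, over all genes tested and over the list alone. Log2 CPM uses a prior count of 2, principal components use the 500 most variable genes, and the standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic.

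Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and also with an estimated correlation and with fry. These tests were adjusted over 280 tests for krill oil against control. Each change with age, the interaction with age and the interactions with strain were adjusted apart from these, in smaller families. Genes sorted by their calls at the 3 ages were tested for the lists by Fisher's exact test, which treats genes as independent. A gene not tested at an age counts as not called there, and the enrichments cover only genes tested at all 3 ages. The position of a library on an axis of age was compared between diets by an exact two-sided permutation test, in which 3 libraries against 3 give 0.1 as the smallest p.

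Genes are named by a rule with 4 parts. It takes the genes the paper names, with egl-8 and unc-10 added, and for each comparison the 8 DEGs with the largest rise and the 8 with the largest fall among those with a mean of at least 5 CPM and no overlap between the diets. It also takes up to 4 members with the smallest p from each list that passes and from each list a claim is about. Members named only because a count was 5 or fewer were named after their values were seen.

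As alternatives, the counts were tested with DESeq2 1.42.0, with RLE factors, with only all-zero genes removed, with the replicate number as a block, with all 36 libraries in 1 fit, and with each library left out in turn. The lists were also tested on these fits, the calls at the 3 ages without the fold threshold, and the axis of age over all genes tested, without stage and germline lists and on binarized values. Counts without sperm, collagen and molting genes and without ribosomal RNA genes were added after seeing the data. The clustering by trajectory, the WGCNA modules, the gprofiler enrichments and the BiT age predictor were not run. Raw reads were not used here.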

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

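The tests for embryos, an earlier age, one library rich in ribosomal RNA and larvae as a source of the lipid genes, and the other splits of the samples, were chosen only after the result was seen.

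The effect of krill oil differed between day 6 and day 1 in PD animals by edgeR's interaction test and by an absolute log2 difference above 1 for 2414 genes. At any difference it was more positive at day 6 for 3517 genes and at day 1 for 3178 (3128 and 3359 by DESeq2, and 3397 and 3585 with RLE factors). Among the genes the paper names, and egl-8 and unc-10, the log2 difference passed at any size for jnk-1 (1.04), elt-3 (0.818), cnnm-3 (0.666), unc-10 (0.630), egl-8 (0.180) and daf-16 (0.135), and for efl-1 (-0.366), lmd-3 (-0.260), hmg-5 (-0.256) and skn-1 (-0.190). In other splits of the same libraries the highest count was 1808, and 1 of 40, the real one, reached 2414. Of the other 39 splits, 31 mix the diets at both ages and called 0 by edgeR, and 8 keep the diets apart at 1 age, with up to 1808. The first put the effect of krill oil into the spread within groups and the second carry that of 1 age, so these splits do not decide whether chance can be excluded.

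The effect differed between PD and wild type animals by edgeR's interaction test and by an absolute log2 difference above 1 for 9 genes at day 1, 471 at day 3 and 3613 at day 6. At any difference it was more positive in PD animals for 5, 520 and 5439 genes and less positive for 8, 948 and 3960, and at day 6 the larger side turned by DESeq2 (3770 and 5084) and with RLE factors (4608 and 4989). Of the genes named, at any difference, at day 3 it was less positive in PD animals for cnnm-3 (-0.657) and ceh-48 (-0.762). At day 6 it was more positive in PD animals for ceh-48 (2.49), jnk-1 (2.05), unc-10 (1.60), elt-3 (1.37), dat-1 (1.25), cnnm-3 (0.927), hlh-30 (0.912), cebp-1 (0.693) and egl-8 (0.529), and less positive for efl-1 (-0.472), hmg-5 (-0.451), skn-1 (-0.306), lmd-3 (-0.201) and tra-1 (-0.190). The highest count in other splits was 1 at day 1, 1393 at day 3 and 1017 at day 6, and 1, 5 and 1 of 40 splits reached the real count. Of the other 39 splits at each age, 31 mix the diets in both strains and called 0 by edgeR, and the highest counts came from the 8 that keep the diets apart in 1 strain. The first put the effect of krill oil into the spread within groups and the second carry that of 1 strain, so these splits do not decide whether chance can be excluded. The count of 9 at day 1 falls to 3 without PD control replicate 1 or 3, to 4 without PD control replicate 2 or wild type krill oil replicate 2, to 2 without PD krill oil replicate 2 and to 5 without PD krill oil replicate 3, and rises to 14 without wild type control replicate 3.

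In PD animals, many members of some lists that the paper does not discuss were called in one direction. With an estimated correlation, fatty acid synthesis and desaturation at day 1 is the only camera call between krill oil and control that holds, 1 of 132. The median log2 fold change was -0.280 at day 1 and -0.120 at day 3 for fatty acid synthesis and desaturation, and -0.383 and -0.280 for phosphatidylcholine synthesis. At day 1, 3 and 6 it was -0.381, 0.806 and 1.19 for body wall muscle, and -0.602, 0.323 and 1.34 for pharyngeal muscle. At day 3 and day 6 it was 0.806 and 2.01 for molting and larval cuticle, and 1.47 and 3.52 for collagens, and at day 6 it was 3.58 for sperm. The pharyngeal call at day 3 is lost without control replicate 2 (adjusted p = 0.0562).

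Between krill oil and control, 660, 1110 and 1962 DEGs in PD animals and 416, 1786 and 2297 in wild type animals at day 1, 3 and 6 stand against 0 DEGs by edgeR in every other split. Each of these mixes the diets and puts the effect of krill oil into the spread within groups, so that 0 says nothing about the calls. For gene lists the real counts of 16, 21 and 24 in PD animals and 16, 25 and 30 in wild type animals stand against highest others of 21, 15 and 26, and 28, 28 and 26. Between day 6 and day 1, 2887 DEGs in PD controls stand against 0, and 2272 with krill oil against 15. These designs give 10 splits each, too few for a share under 0.05. The genes sorted by their calls at 3 ages numbered 2202, against at most 2451 in other splits, and 2 of 100 splits gave as many, the real one included. Of the other 99, 72 mix the diets at all 3 ages and sorted 0 genes from edgeR's calls, and 26 keep the diets apart at 1 age and 1 at 2 ages, with up to 1874 and 2451 genes. The rank is thus set by the ages that keep their own diets, and these splits do not decide whether chance can be excluded.

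Cuticle and molting genes were higher with krill oil in PD animals at day 3 and day 6. Adults like the controls of day 1 are argued against. The lowest krill oil library of day 6 lay 1.26 above the highest control library of day 1 in the mean log2 CPM of the molting list. The molting list was higher in PD controls at day 3 than at day 6. The krill oil animals were not compared with day 3 controls or with animals before adult day 1, so other earlier ages remain open. Larvae at the last molt among the adults may be a source, although the animals were washed and filtered through a nylon net every day after day 2, since sperm genes, made at that stage, had a median log2 fold change of 3.58 at day 6, but at day 3 it was 0.22, and spe-44, spe-15 and msd-4 rose and spe-41, ssp-37, spe-48 and spe-39 fell among 47 by edgeR (6 higher and 4 lower at an unadjusted p under 0.05, and 0 and 2 by DESeq2). Males among the adults cannot be told apart from this, with a median of -0.406 at day 6 over the 2 male-specific neuron genes tested. An effect of krill oil on these genes in adults remains open and was not tested apart from larvae.

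Controls of the 2 strains stood apart at day 6, where 6476 genes were higher and 5444 lower in wild type than in PD animals by edgeR, among 14627 tested, and 3458 and 175 of them had an absolute log2 difference above 1. One wild type library rich in ribosomal RNA is argued against, since 3925 DEGs between these controls were called without wild type control replicate 3, the one with the highest share among them, against 3633 with all. Embryos or newly hatched larvae in the wild type controls may contribute, although the same filtering was used, and cannot be told apart from a strain difference. The median log2 difference of the embryo list was 0.716, between the bounds set for either answer, with 13 of 20 genes higher and 5 lower. That list does not measure hatched larvae. Of 99 molting and larval cuticle genes, 84 were higher in wild type controls and 4 lower, with a median log2 difference of 2.29. All 7 pharyngeal muscle genes were higher, with a median of 2.62. No test here separates hatched larvae from a strain difference. The strains themselves remain a biological explanation that was not tested.

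Genes of fatty acid and phosphatidylcholine synthesis were lower with krill oil in PD animals at day 1 and day 3. At day 6, 6 and 7 of them rose and 5 and 1 fell (4 and 4 rose and 6 and 4 fell by DESeq2). Larvae at the last molt among the krill oil animals are argued against as the whole source, since the phosphatidylcholine list had a median of -0.383 at day 1 in PD animals, where 13 of 75 molting and larval cuticle genes rose. By DESeq2 in that comparison, 16 of 63 sperm genes, 28 of 93 collagen genes and 15 of 18 body wall muscle genes fell, and 0, 7 and 0 rose. The test thus does not exclude a difference in stage or tissue between the diets at day 1 in the other direction. At day 3 both the lipid lists and the molting list moved. A candidate explanation is that krill oil, a source of lipids, lowers these genes, and no test here separates it from other effects of the diet.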

How the results depend on the processing

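The settings without sperm, collagen and molting genes and without ribosomal RNA genes were chosen only after the result was seen. Between krill oil and control, the counts of DEGs over all settings but single libraries were 561 to 841, 1000 to 1349 and 1738 to 2712 in PD animals at day 1, 3 and 6, and 1588 to 2483 and 2146 to 3333 in wild type animals at day 3 and day 6. Leaving out single libraries gave 531 to 728, 1114 to 1213 and 1641 to 2380 in PD animals and 1591 to 2109 and 2371 to 2617 in wild type animals. In wild type animals at day 1, where 416 were called, the range was 332 to 585 except for 725 with all 36 libraries in one fit, and 213 to 618 without single libraries, 213 of them without krill oil replicate 2. Changes with age gave 2734 to 3219 DEGs in PD controls and 2061 to 2840 with krill oil, and the interaction with age 2073 to 2757. The interaction with strain at day 1, 9 genes, became 27 by DESeq2, 190 with only all-zero genes removed, 23 with all 36 libraries in one fit and 5 without sperm, collagen and molting genes, and 2 to 14 without single libraries. At day 3, 471 became 731 with only all-zero genes removed, a filter that tests more genes, and 330 to 596 under the others. At day 6 the range was 2706 to 3913. Of 132 calls of gene lists, 1 was left with an estimated correlation, and the others gave 120 to 172. The embryo list in PD animals at day 6 was higher by fry (adjusted p = 0.0258) and lower, without passing, by camera. Without the fold threshold, the groups of genes higher at day 3 and 6, higher at day 3 only, lower at day 3 and 6 and lower at day 3 only held 1651, 1107, 597 and 1554 genes, as a threshold removed by construction allows. Without single libraries the first 3 of these groups held 467 to 546, 196 to 238 and 44 to 54 genes, the fourth stayed within 1.5 times its 204, and the group higher at day 6 only held 959 to 1599. The difference on the axis of age was 0.705 on binarized values in PD animals. In wild type animals it reversed, to 0.042 over all genes tested, 0.186 without stage and germline lists and 0.25 on binarized values. Without single libraries it was 0.405 to 0.603 in PD and -0.249 to -0.183 in wild type animals. Except for the filter and the fold threshold, the cause was not tested. Of the tests of single lists under other settings, 1147 gave the same call (higher, lower or not passing), 87 newly passed, 165 no longer passed and 1 reversed, and without single libraries 1574, 43, 63 and 0. Direction was not compared where neither setting passed. For named genes these counts were 5482, 95, 105 and 0, and without single libraries 5300, 45, 337 and 0. In simulations at these depths with 3 libraries per group, edgeR recovered 65.2% to 95.3% of 1.5-fold changes, and depth was not varied.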

Differences from the paper's values

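No test in this part was chosen only after the result was seen. Counts of list members at an unadjusted p under 0.05 or by DESeq2 were added late. The paper gives the upregulated DEGs of PD animals at day 1 as 586, and 361 were higher here. Of the alternatives set before the data were examined, 455 with only all-zero genes removed, 422 with all 36 libraries in one fit, and 437 and 397 without krill oil replicate 2 and 3 come within 1.5 times the paper's value. Those that do not are DESeq2 (318), RLE factors (362), a replicate block (358), and leaving out control replicate 1, 2 or 3 (323, 336 and 338) or krill oil replicate 1 (268). At day 3 and day 6 the paper's 1018 and 1986 stand beside 765 and 1874. Counted in both directions, DEGs were 660, 1110 and 1962 here, and 561, 1017 and 1994 by DESeq2, which fall within 1.5 times the paper's values at all 3 ages. By DESeq2, the tool the paper used, 318, 700 and 1894 were higher. At each age the paper's number is nearer to the DESeq2 total in both directions than to the number higher, although its text calls these DEGs upregulated.

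The paper gives 1352 genes higher at day 3 only, and 221 were found here from calls at each age with an adjusted p and a fold threshold, while the paper's number comes from clusters of trajectories. Without the fold threshold 1107 were found, within 1.5 times the paper's value. By DESeq2 (195), with only all-zero genes removed (253) and without single libraries (196 to 238) they were not.

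The paper names cnnm-3 as upregulated. Here it was lower with krill oil in PD animals at day 1 (log2 fold change -0.40, adjusted p = 0.00865) and day 3 (-0.29, adjusted p = 0.0342). The call at day 3 is lost by DESeq2 (adjusted p = 0.0708), with a replicate block (0.0536), with all 36 libraries in one fit (0.0699), and without control replicate 1 (0.119), control replicate 3 (0.0571), krill oil replicate 1 (0.113) or krill oil replicate 3 (0.121). At day 6 it was 0.30 (adjusted p = 0.0767), and it passes there without krill oil replicate 3 (adjusted p = 0.0378). By edgeR's interaction test the effect was more positive at day 6 than at day 1, by 0.67 (standard error 0.141, adjusted p = 0.00115). The paper's text gives no age for the upregulation.

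The paper states that genes regulated by SKN-1 were downregulated. Its basis is an enrichment of SKN-1 as upstream regulator in WGCNA modules downregulated at day 1 (Figure 5C). The targets counted here are a short fixed list, and whether they belong to those modules was not tested. Of 16 SKN-1 reporter target genes at day 1, gst-13 and F20D6.11 rose and 14 did not pass, and 7 rose and gst-20 and dhs-8 fell (1 by DESeq2) at day 3, and 7 of 15 rose and the rest did not pass at day 6. The mRNA of skn-1 itself had a log2 fold change of -0.04 (adjusted p = 0.676) at day 1 and was lower at day 6 (-0.19, adjusted p = 0.0304), a call lost without control replicate 1 (adjusted p = 0.0817) or control replicate 3 (0.108).

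By functional enrichment of WGCNA modules, the paper finds DNA repair and replication among the genes upregulated at day 1. Modules were not made here. Members of fixed lists were counted in krill oil against control at day 1 instead, so the measure and the genes differ from the paper's. Here 0 of 42 DNA repair genes passed by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2, and cdt-1, mcm-5, rnr-2 and rpa-1 rose among 39 DNA replication genes (3 rose by DESeq2), a list that passes camera without krill oil replicate 1 (adjusted p = 0.042). The paper also finds the mitochondrial unfolded response enriched in a module of genes downregulated at day 1. In krill oil against control at day 1, 0 of 19 genes of the fixed list passed by edgeR, 2 were higher at an unadjusted p under 0.05 and 0 passed by DESeq2.

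The paper proposes a lower predicted age with krill oil at day 6 (Figure 7C). On the axis of age used here, which is not the paper's predictor, PD animals with krill oil lay 0.494 above controls. The difference in wild type animals was -0.206, but 0.042 over all genes tested, 0.186 without the stage and germline lists and 0.25 on binarized values. PD animals stood higher on this axis at day 3 than at day 6 with either diet, so it does not follow their age over that interval.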

Other observations

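The results here are for wild type animals, for lists no claim is about and for controls, and the comparison of the controls of the 2 strains was chosen only after the result was seen.

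Some genes of lipid synthesis were lower with krill oil in wild type animals at day 1 and day 3. At day 1, 7 of 21 genes of fatty acid synthesis and desaturation fell and fat-1 rose (camera adjusted p = 1.79e-09, and adjusted p = 0.239 with an estimated correlation), and 7 of 17 genes of phosphatidylcholine synthesis fell and the rest did not pass (camera adjusted p = 1.52e-11, and adjusted p = 0.239 with an estimated correlation). At day 3, 12 and 10 of these genes fell and 4 and 1 rose. Of the beta-oxidation genes, 10 of 42 rose and 7 fell at day 1, and 32 of 43 rose and 7 fell at day 6.

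Genes of DNA replication and repair went opposite ways in the 2 strains at day 6. In wild type animals 26 of 39 replication genes and 29 of 42 repair genes rose and the rest did not pass. In PD animals 23 of 39 and 28 of 42 fell and the rest did not pass (camera adjusted p = 2.77e-07 and 3.04e-09, and adjusted p = 0.556 for both with an estimated correlation). In controls at day 6, all 39 replication genes and all 42 repair genes were lower in wild type than in PD animals. By edgeR's interaction test the effect at day 6 was less positive in PD animals for 36 of the 39 and 40 of the 42. Oocyte and eggshell genes went with them, 31 of 35 higher in wild type animals and 20 of 35 lower in PD animals (32 by DESeq2). Of 33 proteasome genes 31 rose in wild type animals at day 6, as did 49 of 68 mitochondrial ribosomal protein genes and 22 of 23 ribosome biogenesis genes. All 7 pharyngeal muscle genes fell.

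At day 3 wild type animals with krill oil had 94 of 117 collagen genes, 83 of 98 molting and larval cuticle genes and 49 of 68 sperm genes higher. In controls at day 6, wild type animals had 74 of 108 collagen genes and 84 of 99 molting genes higher than PD animals, with median log2 differences of 2.44 and 2.29, 51 of 56 cilium assembly genes higher (1.39), and all 35 oocyte and eggshell genes lower (-0.585). Of 19 sperm genes 6 were higher and 8 lower.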
